# Early-adult methionine restriction reduces methionine sulfoxide and extends lifespan in *Drosophila*

**DOI:** 10.1038/s41467-023-43550-2

**Published:** 2023-12-05

**Authors:** Hina Kosakamoto, Fumiaki Obata, Junpei Kuraishi, Hide Aikawa, Rina Okada, Joshua N. Johnstone, Taro Onuma, Matthew D. W. Piper, Masayuki Miura

**Keywords:** Ageing, Ageing, Homeostasis

## Abstract

Methionine restriction (MetR) extends lifespan in various organisms, but its mechanistic understanding remains incomplete. Whether MetR during a specific period of adulthood increases lifespan is not known. In *Drosophila*, MetR is reported to extend lifespan only when amino acid levels are low. Here, by using an exome-matched holidic medium, we show that decreasing Met levels to 10% extends *Drosophila* lifespan with or without decreasing total amino acid levels. MetR during the first four weeks of adult life only robustly extends lifespan. MetR in young flies induces the expression of many longevity-related genes, including *Methionine sulfoxide reductase A* (*MsrA*), which reduces oxidatively-damaged Met. *MsrA* induction is *foxo*-dependent and persists for two weeks after cessation of the MetR diet. Loss of *MsrA* attenuates lifespan extension by early-adulthood MetR. Our study highlights the age-dependency of the organismal response to specific nutrients and suggests that nutrient restriction during a particular period of life is sufficient for healthspan extension.

## Abstract (web summary)

Dietary methionine restriction extends lifespans in many organisms. Here, the authors show in *Drosophila* that methionine restriction in early adulthood can increase lifespan and that the beneficial effect of the dietary manipulation declines with age.

## Introduction

Lifelong dietary restriction (DR) is a robust intervention for extending lifespan in various model organisms^1–3^. Many epidemiological and biological data suggest that DR can also be beneficial in humans^4,5^. However, this may depend on age. Lower dietary protein intake can reduce overall mortality in those 65 years or younger, but not in those older than 65 years^6^. A large-scale lifespan analysis using eight hundred mice demonstrated that DR only in the period of 3-24 months can extend lifespan, although the mortality rate is acutely increased upon swapping diet-restricted animals to normal chow^7^. In contrast, DR started at 24 months exerts a blunted transcriptome response, especially in the fat tissues, and results in a minor increase in lifespan, suggesting nutritional memory^7^.

*Drosophila melanogaster*, due to its genetic accessibility and techniques for dietary manipulation, is a useful tool for ageing research^8,9^. In *Drosophila*, the effect of DR was reported to be reversible, hence swapping DR flies to a fully-fed diet on day 14 or 22 almost completely reversed their decrease in mortality^10^. However, a high-sugar diet for the first two-to-three weeks in adulthood showed a long-lasting effect on gene expression and lifespan, suggesting a memory of at least some components of the early adult diet in *Drosophila*^11^. Like DR, intermittent fasting (IF) is another dietary regimen for extending longevity. A two-day fed: five-day fasted IF regime only in the first month of adult life is sufficient for extending *Drosophila* lifespan^12^. Likewise, brief rapamycin treatment in the first two weeks can increase female lifespan via prolonged activation of intestinal autophagy^13^. These reports together raise the question of to what extent and by which mechanisms the organism is affected by early-adult dietary condition.

Methionine (Met), an essential amino acid, is a dietary requirement for animals. Specific restriction of dietary Met has been reported to extend lifespan in rodents^14,15^. Subsequent studies demonstrated that Met restriction (MetR) can extend lifespan in many model organisms, including *Drosophila*^16–19^. It has been suggested in *Drosophila* that active Met metabolism is a key mechanism for longevity^20–23^. Although several possible mechanisms by which dietary Met could regulate the healthspan of organisms, how MetR remodels organismal physiology is not fully understood^24,25^. In addition, whether short-term MetR, especially in early adulthood, can influence organismal lifespan has not been fully studied.

Here, we show in *Drosophila* that MetR in early adulthood can extend organismal lifespan while MetR in later life is ineffective to do so. Using tissue-specific and single-cell RNAseq analyses, we delineate how the early-adult MetR impacts the transcriptome and tissue homoeostasis. Lifespan extension is mediated by sustained induction of the MetR-specific response gene *Methionine sulfoxide reductase A* (*MsrA*). This study reveals a critical time window and mechanism by which specific amino acid restriction achieves lifespan extension.

## Results

### Methionine restriction robustly extends fly lifespan

In *Drosophila*, Met restriction (MetR) extends female lifespan, especially when total amino acid (AA) levels are reduced to 40% of the control^19^. First, we tested whether MetR in our laboratory condition could reproducibly extend lifespan. In our study, we utilised an exome-matched version of the holidic medium developed by Piper et al.^26^ and decreased the concentration of all AA to 40% of the original recipe. For Met restriction (MetR), the Met concentration was further decreased to 10% of the control, which resulted in 0.16 mM Met in the MetR diet and 1.6 mM Met in the control diet. This resulted in a negligible (less than 1%) change in the total energy content of the diet from 95.36 kcal/L for the control, to 94.49 kcal/L for MetR. Under MetR, we observed an increase in the median lifespan of wild-type Canton-S females of up to 34.5% (Fig. 1a). This beneficial effect of the MetR diet was also observed in the outbred strain *w*^*Dah*^ (Fig. 1b), showing the robustness of the phenotype.

**Fig. 1:**
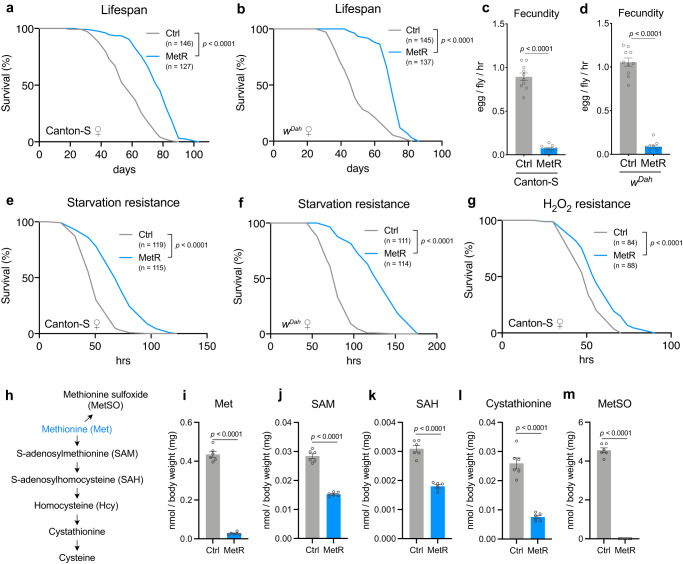
Methionine restriction decreases its metabolites and extends female lifespan. **a**, **b** Lifespans of female Canton-S (**a**) and *w*^*Dah*^ (**b**) flies fed with or without a methionine-restricted diet. Sample sizes (n) are shown in the figure. For the statistics, a log-rank test was used. **c**, **d** Fecundity of Canton-S (**c**) and *w*^*Dah*^ (**d**) flies fed with or without a methionine-restricted diet. *n* = 10. For the statistics, a two-tailed Student’s *t* test was used. **e**, **f** Survivability of female Canton-S (**e**) or *w*^*Dah*^ (**f**) flies upon complete starvation after feeding with or without a methionine-restricted diet for one week. Sample sizes (n) are shown in the figure. **g** H_2_O_2_ resistance of female Canton-S flies after feeding with or without a methionine-restricted diet for one week. Sample sizes (n) are shown in the figure. **h** Methionine metabolic pathway and its oxidation to methionine sulfoxide. **i**–**m** Quantification of methionine metabolites and the oxidative product upon methionine restriction for one week. *n* = 6. For the statistics, a two-tailed Student’s *t* test was used. For all graphs, the mean and SEM are shown. Data points indicate biological replicates. Source data are provided as a Source Data file.

Next, we quantified fecundity (egg-laying) and resistance to stressors. Flies fed with the MetR diet for one week showed a decrease in the number of eggs and a marked increase in starvation resistance in both Canton-S and *w*^*Dah*^ (Fig. 1c–f). This set of phenotypes is reminiscent of what has been observed in flies under dietary restriction (DR)^27^. It has been reported that DR increases starvation resistance via increased lipids in the gut^28^. As expected, we observed accumulation of lipid staining in the gut during MetR (Supplementary Fig. 1a, b). MetR also enhanced resistance to an oxidant, hydrogen peroxide, at least in Canton-S (Fig. 1g). Increased stress resistance and decreased fecundity are also frequently reported in long-lived mutants with reduced activity of the insulin/IGF-1 signalling (IIS) pathway^29–31^. Therefore, our MetR condition recapitulates typical long-lived phenotypes.

Recently, it was reported that dietary cholesterol limitation is a strong modifier of lifespan extension by DR^32^. Since our holidic medium in the initial experiments contained 0.1 g/L cholesterol, we increased its concentration to 0.3 g/L (the level found to be adequate in the study^32^). The lifespan extension and increased starvation resistance imparted by MetR were still observed, supporting the conclusion that the present dietary regimen robustly increased fly lifespan and starvation resistance independently of the cholesterol concentration (Supplementary Fig. 1c,d).

Another characteristic of *Drosophila* ageing is a loss of climbing ability^33^. Measuring climbing ability is utilised as a way of measuring healthspan, and both DR and reduced IIS can improve ageing related climbing ability^34,35^. To quantify the climbing ability of individual flies, we developed a negative geotaxis assay (see Methods). Canton-S flies fed with the MetR diet for four weeks showed significantly improved climbing ability, although this phenotype was not observed in *w*^*Dah*^ female flies (Supplementary Fig. 1e). Taken together, our data suggest that the restriction of dietary Met recapitulates the benefits of protein restriction and thereby enhances the flies’ healthy lifespan.

### Methionine restriction decreases Met metabolites

Met is a precursor of S-adenosylmethionine (SAM), a versatile methyl donor required for various methyltransferases (Fig. 1h). During methylation reactions, S-adenosylhomocysteine (SAH) is produced from SAM. SAH is further metabolised into homocysteine and then enters the transsulfuration pathway to make cysteine via cystathionine. On the other hand, free Met can be converted into an oxidatively damaged form (methionine sulfoxide, MetSO). From LC‒MS/MS analysis of these metabolites, we confirmed that whole-body Met levels were decreased under one week of MetR (Fig. 1i). Further, all detected Met metabolites were decreased (Fig. 1j–m). The homocysteine level was below the detection limit in our analysis. Interestingly, the extent to which each metabolite decreased upon MetR largely varied. For instance, SAM and SAH levels were only decreased to half of the control level, while the Met level was reduced to 6.34% of the control (Fig. 1i–k). In contrast, the level of MetSO was sharply downregulated to 0.227% of the control upon MetR. This represents a 28-fold decrease in MetSO when compared to the decrease in internal Met, suggesting the presence of an active mechanism to downregulate MetSO levels during MetR. Considering that the absolute level of MetSO in control animals was ten times greater than that of Met, a large amount of Met was physiologically damaged in the control condition compared to MetR (Fig. 1m).

We also noticed that other AA levels were affected during MetR. Threonine, asparagine, glutamine, and glycine were increased, and leucine, phenylalanine, tryptophan, and tyrosine were decreased (Supplementary Fig. 1f). Although we do not know the mechanisms by which other AAs are increased or decreased by MetR, methionine metabolism is coupled to these amino acids via one-carbon metabolism and mitochondrial metabolism^36–38^.

### Early-life MetR extends lifespan

Next, we asked whether MetR in early or late adult life influences lifespan. For this experiment, the flies were fed with the MetR diet only for four weeks, and with the control holidic medium for the rest of their lives. Interestingly, feeding the MetR diet only for four weeks (day5-32) extended lifespan, almost as effectively as lifelong MetR, in female Canton-S (Fig. 2a). In contrast, flies fed with the control diet in the first four weeks did not live longer than non-restricted controls even though Met was restricted for the rest of their lives (Fig. 2a). This phenomenon was also reproduced in the *w*^*iso31*^ fly strain using a slightly different MetR condition (1 mM Met in control vs 0.15 mM Met in MetR) (Fig. 2b, c), which was used in a previous report^19^. In this experiment, we restricted Met for the same duration (day5–day32 for early MetR and day32–day58 for late MetR) to compare its effects in young and old flies. Analysing the data using cox proportional hazards revealed that the timing of methionine restriction changed its effects on lifespan; early MetR extended lifespan relative to non-restricted controls, while MetR later in life did not (Fig. 2b, c; Supplementary Table 1). Interestingly, when we used the same protocol on *w*^*Dah*^ females, both early and late MetR had similar effects in that they both extended lifespan, although early MetR again had a stronger effect on median lifespan (14.5% increase) than later life MetR (9.7% increase) (Fig. 2d, e; Supplementary Table 1). Importantly, upon returning MetR flies to the non-restricted control diet, the internal Met level rapidly recovered back to the control level in *w*^*iso31*^, negating the possibility that the Met level is irreversibly decreased by early MetR (Fig. 2f). Therefore, MetR in early life can robustly increase the lifespan of females with various genetic backgrounds and this effect is diminished or lost when MetR is applied later in life.

**Fig. 2:**
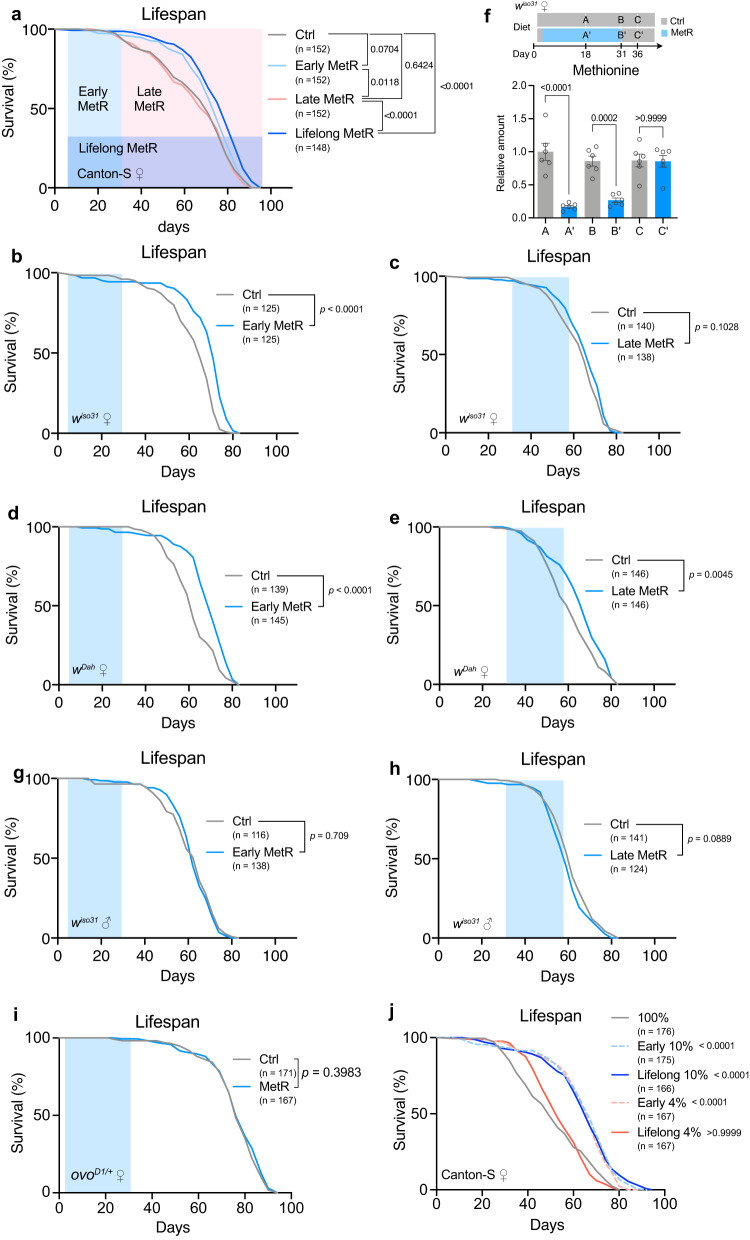
Early adult methionine restriction extends female lifespan. **a** Lifespans of female Canton-S flies fed with or without a methionine-restricted diet during their early life (Day 5-32), late life (Day 32-), or whole life (Day 5-). Sample sizes (n) are shown in the figure. For the statistics, a log-rank test was used. **b**–**e**, Lifespans of female flies of *w*^*iso31*^ (**b, c**) or *w*^*Dah*^ (**d, e**) fed with or without a methionine-restricted diet in early (Day 5-32) life (**b**, **d**) or late (Day 32-58) life (**c**, **e**). Sample sizes (n) are shown in the figure. For the statistics, a log-rank test was used. **f** Quantification of methionine upon its restriction over several time courses. n = 6. For the statistics, one-way ANOVA with Holm-Šídák’s multiple comparison test was used. **g**, **h** Lifespans of male flies of *w*^*iso31*^ fed with or without a methionine-restricted diet in early life (**g**) or late life (**h**). Sample sizes (n) are shown in the figure. For the statistics, a log-rank test was used. **i** Lifespans of female *ovo*^*D1/+*^ flies fed with or without a methionine-restricted diet during early life. Sample sizes (n) are shown in the figure. For the statistics, a log-rank test was used. **j** Lifespans of female Canton-S flies fed a methionine-restricted (10% or 4%) diet compared to 100% AA during their early life or whole life. Sample sizes (n) are shown in the figure. For the statistics, a log-rank test was used. For the graph, the mean and SEM are shown. Data points indicate biological replicates. Source data are provided as a Source Data file.

In most cases, male flies do not exhibit large lifespan responses to dietary restriction. We did not observe any lifespan extension in response to early or late MetR in *w*^*iso31*^ males (Fig. 2g, h). We also tested the lifespan in *ovo*^*D1/+*^ mutant female flies, in which no egg production was observed. The mutant had a relatively longer lifespan than fertile females in the control diet, and MetR in the first four weeks did not increase female lifespan further, suggesting that reproduction is indispensable for lifespan extension during early MetR (Fig. 2i).

A recent study has shown that overexpression of bacteria-derived methioninase in *Drosophila* can break down internal Met and increase lifespan without decreasing the level of other amino acids^39^. To assess if we observed extended lifespan because of reduced methionine or via an interaction between reduced methionine and other amino acids that we modified, we analysed lifespan of female Canton-S flies fed with holidic media containing 100% AA (containing 4 mM Met) with either 10% (0.4 mM Met) or 4% (0.16 mM Met, which is also equivalent to 10% Met when 40% AA is used) of Met levels throughout life or only in early life. We found that both early and lifelong restriction of Met to 10% in 100% AA background can extend lifespan, but lifelong restriction of Met to 4% cannot (Fig. 2j). Intriguingly, limiting 4% Met restriction to early life only fully extended lifespan (Fig. 2j). This striking observation suggested that 1) decreasing all AA to 40% is not mandatory for MetR-longevity and 2) harsher MetR can extend lifespan, but only when limited to early adulthood. Taken together, these data suggest that there might be a critical window for MetR to exert its maximal benefit and that early MetR likely induces a prolonged effect on physiology.

### Transcriptomic response to dietary methionine declines in aged flies

Given that the later MetR has only a minor impact on fly lifespan, we speculated that aged flies become less responsive to the MetR diet. To determine how young and old flies react to dietary Met, we performed an RNAseq analysis using the female gut. We targeted the gut for this analysis because previous studies have demonstrated it to be critical for lifespan responses to DR^28,40^. To maximise the response, we completely removed Met (Met-) from the diet and compared it with the complete holidic medium, which included the original amounts of all amino acids. Principal component analysis (PCA), quantification of differentially expressed genes (DEGs, FDR < 0.01, fold change > 1.5), and heatmap analysis clearly demonstrated that the Met- diet induced a strong transcriptional shift in the young gut that was much blunted in the aged gut (Fig. 3a–c, Supplementary Data 1). In the PCA, the PC1 axis separates the animals by age, which was slightly shifted towards the left by just one day of feeding of the Met- diet in young flies, but not in aged flies (Fig. 3a). This suggested that the Met- diet can acutely shift the transcriptome towards a more youthful physiological age. It is also clear that dietary treatment clearly separates the samples along the secondary PC axis in young flies, but this separation is almost eliminated in aged flies.

**Fig. 3:**
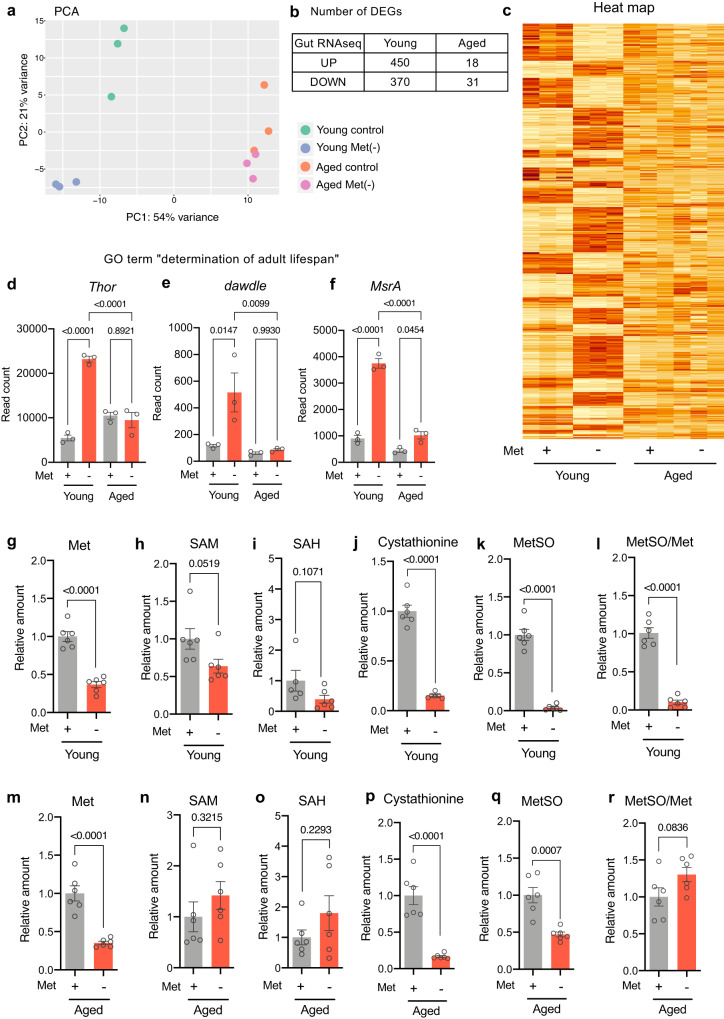
A blunt transcriptomic response to short-term methionine depletion in old flies. **a**–**c** Principal component analysis (**a**), the number of differentially expressed genes (**b**), or heatmap analysis (**c**) of RNAseq analysis of intestines in young (1-week-old) and aged (8-week-old) female *w*^*iso31*^ flies upon methionine depletion for 24 hours. **d**–**f** Read counts of genes categorised as the Gene Ontology of “determination of adult lifespan” in the RNAseq analysis of intestines in young and aged female *w*^*iso31*^ flies upon methionine depletion for 24 h. *n* = 3. For the statistics, one-way ANOVA with Holm-Šídák’s multiple comparison test was used. **g**–**r** Quantification of methionine metabolites and the oxidative product upon methionine depletion for 24 h in young (1-week old) (**g**–**l**) or aged (7-week old) (**m**–**r**) female *w*^*iso31*^ flies. *n* = 6. For the statistics, a two-tailed Student’s *t* test was used. For all graphs, the mean and SEM are shown. Data points indicate biological replicates. Source data are provided as a Source Data file.

We found 820 DEGs upon 24-hour feeding of the Met- diet in the young female gut. In clear contrast, we found only 49 DEGs in the guts of aged females fed the same Met- diet, indicating a 94% reduction in the number of DEGs during ageing (Fig. 3b). Gene Ontology analysis revealed that the short-term Met depletion changed gene sets related to “determination of adult lifespan”. Several genes included in the GO term were induced by early, but not late, Met depletion (Figs. 3d–f, Supplementary Fig. 2a). These data suggest that the aged gut was much less responsive to the lack of dietary Met. The upregulated genes included *Thor/4E-BP*, a negative regulator of energy-consuming protein synthesis, which is a common target of many nutrient-responsive pathways. Increased *Thor* is a hallmark of the starvation response, suggesting that the tissue sensed the lack of nutrients in the Met- diet, but the older gut did not. Other starvation-related processes, such as autophagy, stress response, lipid metabolism, nutrient transport, and mTOR inactivation were also enhanced in young but not aged guts (Supplementary Fig. 2b–k).

One simple possible reason for the blunted response to MetR in the aged flies is that their internal Met levels might not have been decreased to the same extent as in young flies. To test this hypothesis, we measured Met and its metabolites by LC-MS/MS analysis (Fig. 3g–r). The whole-body Met levels in both young and aged flies were decreased by 24-hour feeding with the Met- diet (Fig. 3g, m). We noticed that many Met metabolites, such as SAM, SAH, and MetSO, were also decreased by the Met- diet in young flies (Fig. 3h, i, k, l), but the effects were mild in the aged flies (Fig. 3n, o, q, r). Nonetheless, the level of cystathionine was similarly decreased even in the aged flies (Fig. 3j, p). The reason why cystathionine can be decreased without changing SAM and SAH levels is unknown, but one can assume that another branch of Met metabolism, such as the Met salvage pathway, in which SAM is converted into polyamines, could be inhibited in the aged flies. In any case, this observation negates the possibility that all Met metabolism was simply slowed down during ageing. Taken together, these results indicate that in aged flies, MetR decreases the levels of internal Met and some Met metabolites but provokes only a partial transcriptomic response.

### Transcriptome analysis of the gut and the fat body to the MetR diet

Complete depletion of dietary Met resulted in a large shift in the transcriptome (Fig. 3a–c). To understand the transcriptional response to early MetR, we performed a time-series 3’mRNAseq analysis in the gut at six hours, two weeks, and four weeks of the lifespan-extending MetR diet. Female *w*^*Dah*^ flies fed a 0.15 mM Met diet were compared with age-matched control flies fed with 1 mM Met. The results showed that approximately 30 genes were differentially expressed under MetR conditions at six hours or two weeks (Fig. 4a, Supplementary Data 2). In contrast, four weeks of MetR increased the number of DEGs to as many as 252 (Fig. 4a). There was no gene commonly changed at all three timepoints. Eighteen upregulated genes were shared by two week- and four-week MetR, while one (six hours vs four weeks) or two (two weeks vs four weeks) downregulated genes were common (Fig. 4b–f). Amongst these genes in common to more than one timepoint, the upregulated genes included *methionine sulfoxide reductase A* (*MsrA*, also known as *Eip71CD*), transporters (*CG3036* and *CG8785*), genes related to lipid metabolic processes (*Lipid storage droplet-2* (*Lsd-2*) and *Acetyl Coenzyme A synthase* (*AcCoAs*)), and serine proteases (*CG18180* and *Jonah 99Fii* (*Jon99Fii*)) (Fig. 4d). Both *MsrA* and *Lsd-2* were also upregulated under the Met- conditions (Figs. 3f, Supplementary Fig. 2e), suggesting that these genes are robustly responsive to dietary Met. The downregulated genes were *Glutathione S transferase E7* (*GstE7*), *CCHamide-2* (*CCHa2*), and an unknown gene *CG3902* (Fig. 4e, f). CCHa2 is an appetite-regulating peptide that is known to promote systemic insulin signalling^41^. Thus, decreased expression of *CCHa2* may lead to a pro-longevity state triggered by reduced IIS activity. Interestingly, we found from i-*cis*Target^42^ that many genes containing the foxo consensus binding site were induced in the gut upon four weeks of MetR, further indicating relevance to IIS (Fig. 4g).

**Fig. 4:**
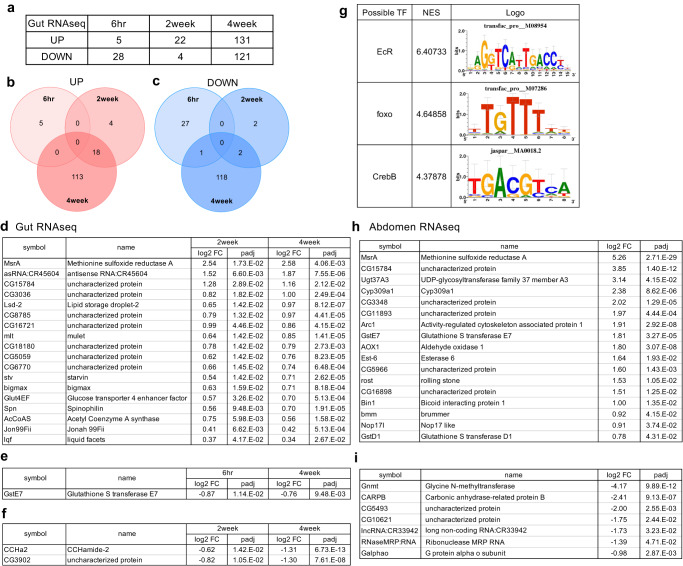
Time-course transcriptomic responses to methionine restriction. **a**–**c** Numbers (**a**) and Venn diagrams (**b**, **c**) of differentially expressed genes of the 3’ RNAseq results from the intestines of female flies upon acute (six hours) or chronic (two or four weeks) methionine restriction. **d** List of commonly upregulated genes in the female intestines after two and four weeks of methionine restriction. **e** Commonly downregulated genes in the female intestines after six hours and four weeks of methionine restriction. **f** Commonly downregulated genes in the female intestines after two and four weeks of methionine restriction. **g** Possible transcription factors related to the transcriptional responses upon methionine restriction analysed by i-*cis*Target. **h**, **i** Lists of commonly upregulated (**h**) and downregulated (**i**) genes in the female abdomens upon four weeks of methionine restriction. For the statistics, Wald test was used with DESeq2 (**d**–**f**, **h**, **i**). Log2 FC, Log_2_ Fold Change, padj, adjusted *p*-value.

To elucidate the systemic response to the MetR diet, we also performed RNAseq analysis of the abdomen upon four-week MetR, which contains the fat body, the major metabolic organ in *Drosophila*. The digestive tract and reproductive organs were carefully removed for this analysis. Strikingly, the most upregulated gene in the abdomen was *MsrA* (Fig. 4h) as was the case in the gut (Fig. 4d). We also noticed that a lipase *brummer* (*bmm*) was upregulated in the tissue, which implied altered lipid metabolism in the flies fed the MetR diet for four weeks. *bmm* is another foxo target, suggesting that foxo is activated in both the gut and the abdomen^43,44^.

In contrast, *glycine N-methyltransferase* (*Gnmt*) was strongly suppressed in the abdomen upon MetR (Fig. 4i). Gnmt is an enzyme that produces sarcosine by utilising SAM, and thereby regulates SAM levels^45^. The phenomenon that *Gnmt* expression is suppressed by low methionine intake was observed consistently in our previous study^21^. This SAM buffering system contributes to maintaining SAM levels by avoiding excess SAM utilisation during MetR (Figs. 1j, 3h). Considering that inhibiting *SAM synthase* (*Sam-S*) also results in a decrease in *Gnmt* expression^46^, there must be a system to downregulate *Gnmt* mRNA upon detection of decreased SAM levels. The mechanism of this SAM-dependent regulation of *Gnmt* remains to be elucidated.

### MetR induces MsrA in a foxo-dependent manner

Given that *MsrA* was the most upregulated gene by four weeks of MetR in both the abdomen and the gut, we focused on its regulatory mechanism and function. Msr is an evolutionarily conserved antioxidant enzyme required for repairing oxidatively damaged Met (MetSO) back into functional Met^47,48^. It reduces both free and protein-based Met-*S*-SO. In usual physiological conditions, free-MetSO exists in haemolymph at a level four times more than Met (Supplementary Fig. 3a). This implies that Met is oxidised in body fluids, or MetSO formed in tissues is circulated throughout the body. It has already been shown that overexpression of *MsrA* can confer oxidative stress resistance and extend lifespan in *Drosophila*^49^. Ectopic expression of a yeast *Msr*, which can reduce free Met-*R*-SO, extends *Drosophila* lifespan, especially under a Met-rich diet^50^. From these previous reports, we speculated that induction of *MsrA* is one of the functional genes mediating the healthspan-extending effect of MetR.

We first confirmed by quantitative RT–PCR that the induction of *MsrA* was robustly observed when using a lifespan-extending MetR regimen (i.e., 1.6 mM for Control vs. 0.16 mM for MetR in *w*^*Dah*^, Fig. 5a–c). *MsrA* could be upregulated as early as three days of MetR in both the gut and abdomen of males and females (Supplementary Fig. 3b–e). Given MetR-longevity is marginal in males, the MetSO levels may not be the limiting factor for male lifespan. *MsrA* transcription is upregulated also in other tissues such as the brain or the thorax (muscle enriched), but not in the ovary (Supplementary Fig. 3f), suggesting that the *MsrA* induction by MetR is a general phenomenon in many cells, if not all. The *ovo*^*D1/+*^ mutant females did not significantly increase *MsrA* expression upon MetR (Supplementary Fig. 3g), suggesting that *MsrA* induction in females depends on reproductive capacity. Interestingly, *MsrA* induction by four-week MetR persisted for at least two weeks after shifting back to the control diet, although the magnitude of induction decreased (Fig. 5b, c). Notably, the induction of *MsrA* was attenuated during ageing (Fig. 3f). In addition, MetSO was massively decreased by the Met- diet in young animals, whereas it was only mildly reduced in aged ones (Fig. 3k, l, q, r). Therefore, the increased expression of *MsrA* gene and the concomitant decrease of MetSO in response to MetR, in both absolute levels and relative to the level of Met, was much greater in the young flies, which may account for the lack of benefit of MetR at the later age.

**Fig. 5:**
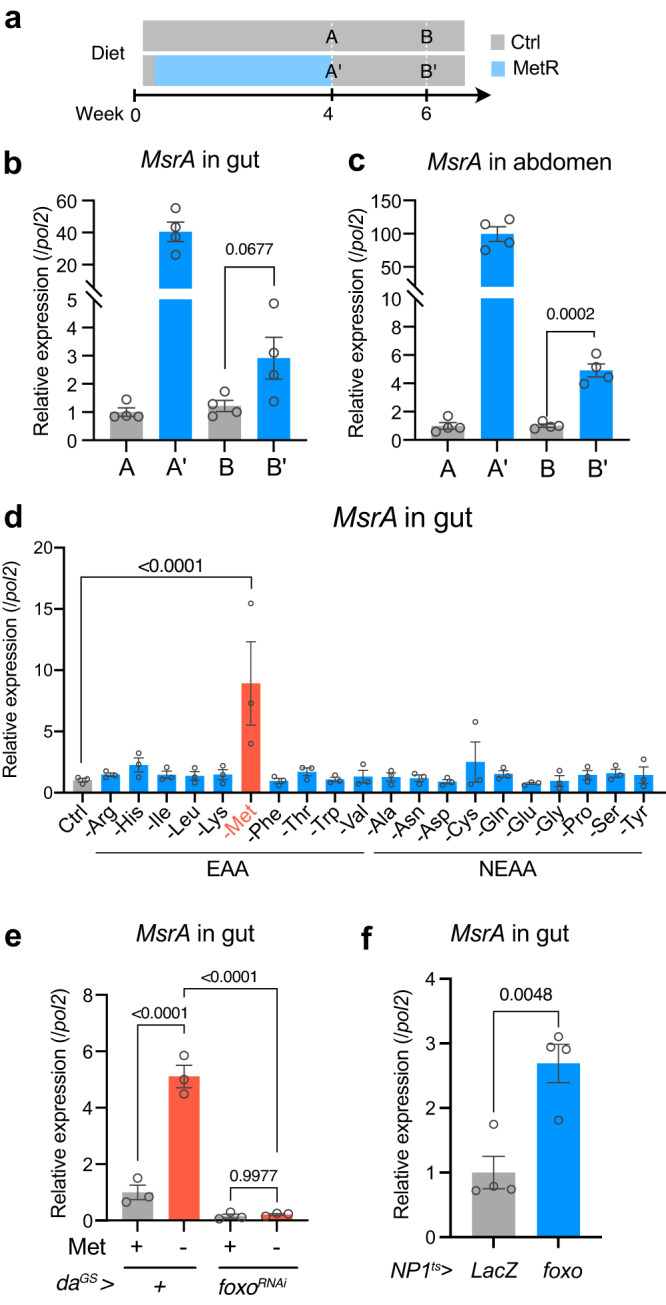
*MsrA* is induced by methionine restriction via foxo. **a**–**c** Time course (**a**) and the results (**b**, **c**) of the quantitative RT‒PCR analysis of *MsrA* in the gut (**b**) and abdomen (**c**). *n* = 4 for (**b**) and (**c**). For the statistics, a two-tailed Student’s *t* test was used. **d** Quantitative RT‒PCR analysis of *MsrA* in the guts fed with single amino acid-restricted diets for 24 h. *n* = 3. For the statistics, one-way ANOVA with Dunnett’s multiple comparison test was used. **e** Quantitative RT‒PCR analysis of *MsrA* in the guts fed a methionine-restricted diet for 24 h. Knockdown of *foxo* using the drug-inducible whole-body driver *da*^*GS*^. RU486 (20 μM) was added to the medium. *n* = 3. For the statistics, one-way ANOVA with Holm–Šídák’s multiple comparison test was used. **f** Quantitative RT‒PCR analysis of *MsrA* in the gut. Overexpression of *foxo* for four days using an enterocyte driver *NP1-Gal4* with temperature sensitive *tub-Gal80*^*ts*^. The flies were fed a standard yeast-based diet. *n* = 4. For the statistics, a two-tailed Student’s *t* test was used. For all graphs, the mean and SEM are shown. Data points indicate biological replicates. Source data are provided as a Source Data file.

Interestingly, depletion of Met from the diet for 24 h increased *MsrA* expression in the gut, but such effect was not seen for depletion of any other single AA from the diet (Fig. 5d). This suggests that *MsrA* is specifically regulated by dietary Met. *MsrA* is a known target of the pro-longevity transcription factor Daf-16 in *C. elegans*, foxo in *D. melanogaster*, and FOXO3a in a cultured human cell line^49,51^. Considering that foxo was predicted to be a mediator of the MetR-responsive transcriptional shift (Fig. 4g), we hypothesised that MetR increases *MsrA* through the activation of foxo. Consistent with this, *MsrA* induction by the Met- diet was blocked by *foxo*-RNAi (Fig. 5e). Furthermore, *foxo* overexpression in the adult gut for four days was sufficient for *MsrA* induction (Fig. 5f). These data indicate that foxo induces *MsrA* during MetR.

### MsrA function is required for MetR-induced longevity

To test whether MsrA is functionally relevant to MetR-induced lifespan extension, we asked if loss of function of *MsrA* alters lifespan. A mutant fly line *MsrA*^*EY05753*^ with a P-element insertion in the second exon of the *MsrA* locus was utilised (Fig. 6a). *MsrA*^*EY05753*^ should be a null allele, as it has a large insertion in the coding sequence common to all isoforms. We confirmed by qRT–PCR that there was no detectable level of *MsrA* transcripts in the mutant (Supplementary Fig. 4a). We backcrossed the *MsrA*^*EY05753*^ line into *w*^*Dah*^ to minimise the effect of genetic background on lifespan and metabolic analyses. The mutant was viable and fertile and did not have a shortened lifespan (compared to *w*^*Dah*^) on the control diet (Fig. 6b). This is consistent with a previous report, demonstrating the redundant functions of MsrA and MsrB^52^. Surprisingly, the lifespan of the *MsrA*^*EY05753*^ female fly is longer than that of *w*^*Dah*^ on the control diet (Fig. 6b). This could be because there is an increase in mild oxidative stress in the mutant flies that induces a hormetic effect, reinforcing stress resistance and extending lifespan. Indeed, the mutant showed an increased resistance to hydrogen peroxide (Supplementary Fig. 4b). Strikingly, the *MsrA*^*EY05753*^ mutant did not show lifespan extension upon MetR (Fig. 6b, Supplementary Table 2). Note that, in this analysis, *MsrA*^*EY05753*^ mutant flies have an insertion of the mini *white* gene, while the control flies do not. Thus, while the dose of *white* could have affected lifespan, this cannot account for the change in response to MetR since both red and white-eyed flies have extended lifespan in response to MetR (Fig. 2a, b, d).

**Fig. 6:**
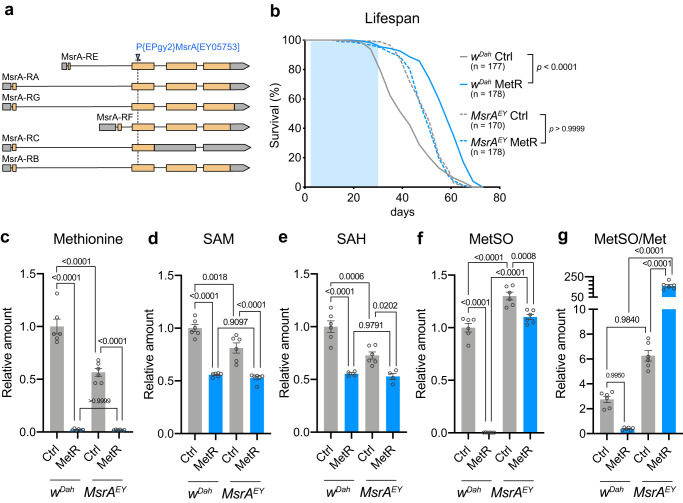
Loss of *MsrA* abolishes lifespan extension by early adult methionine restriction. **a** The gene structure of *MsrA* and the insertion site of the p-element in the *MsrA*^*EY05753*^ mutant. **b** Lifespans of female flies of *w*^*Dah*^ and *MsrA*^*EY05753*^ fed with or without a methionine-restricted diet in early life. Sample sizes (n) are shown in the figure. For the statistics, a log-rank test was used. **c**–**g** Quantification of methionine metabolites and the oxidative product in female *w*^*Dah*^ or *MsrA*^*EY05753*^ flies upon methionine restriction. n = 6. For the statistics, one-way ANOVA with Holm-Šídák’s multiple comparison test was used. For all graphs, the mean and SEM are shown. Data points indicate biological replicates. Source data are provided as a Source Data file.

In *MsrA*^*EY05753*^ mutants fed with the control diet, we found that Met/SAM/SAH were decreased relative to their levels in wild type controls, while MetSO was increased (Fig. 6c–g). These data suggest that up to half of the free Met is constantly recovered from MetSO under physiological conditions in controls. As observed in Canton-S, all the Met metabolites in *w*^*Dah*^ were decreased by one-week-MetR, among which the decrease in the level of MetSO was the strongest (Fig. 1i–m, Fig. 6c–g). This led to a decrease in the MetSO/Met ratio, which was also the case in the Met- diet in young *w*^*Dah*^ flies (Figs. 3l, 6g). As anticipated, while Met, SAM, and SAH were still decreased, the MetSO reduction was blunted and the MetSO/Met ratio was increased in the *MsrA*^*EY05753*^ mutant during MetR (Fig. 6g). These data are similar to what we observed when we subjected aged flies to Met depletion (Fig. 3r). Together, these data indicate that the MetR-induced decrease of MetSO requires MsrA in a manner that is consistent with it having a causal role in lifespan extension.

### Lipid metabolism may not be involved in lifespan extension by MetR

MetR promoted lipid accumulation in the gut of wild-type flies (Supplementary Fig. 1a, b) and upregulated the gene expression of *Lsd-2* and *bmm* (Fig. 4d, h, Supplementary Fig. 2e). This phenotype implies that MetR promotes lipid turnover, phenocopying what happened during conventional DR^28,53^. To test whether altered lipid metabolism contributes to early MetR-longevity, we analysed a *bmm*^*1*^ mutant and its control animals with the same genetic background^43,54^. In this mutant, neutral lipid in the gut was already abundant under the control diet, and was mildly upregulated upon MetR, which correlated well with the flies’ enhanced starvation resistance (Supplementary Fig. 5a,b). Mutation of the *bmm* lipase did not compromise the lifespan extension imparted by MetR (Supplementary Fig. 5c, Supplementary Table 3). Although we cannot rule out the possibility that blocking other lipid metabolic genes or upstream transcription factors could alter MetR longevity, these data suggested that altered lipid metabolism contributed little to the lifespan regulation in this context.

### Blocking the transsulfuration pathway did not abrogate MetR-induced longevity

Methionine metabolism is coupled with cysteine metabolism through the transsulfuration pathway (TSP) (Supplementary Fig. 6a). To test whether TSP is related to MetR-longevity, we used the TSP inhibitor propargylglycine (PPG). First, we fed female flies with various concentrations of PPG during MetR and quantified the internal Met metabolites. As expected, cystathionine accumulated in response to PPG in a dose dependent manner, while the levels of Met, SAM, SAH and MetSO did not respond to the PPG concentration (Supplementary Fig. 6b–f). The administration of PPG shortened female lifespan (Supplementary Fig. 6g). Strikingly, however, we still observed lifespan extension in response to early-adult MetR (Supplementary Fig. 6g). From these data, we concluded that TSP is not involved in the MetR-induced longevity.

### Single-cell RNAseq analysis of the gut upon methionine restriction

Lastly, we tried to describe how MetR influences tissue homoeostasis and thereby preserves lifespan by single-cell RNAseq analysis of the female gut. The midgut samples were dissected from *w*^*Dah*^ flies in young (day6), aged (day40, 1.6 mM Met for five weeks), and aged-MetR (day40, 0.16 mM Met for five weeks) conditions (Fig. 7a). The Malpighian tubules, the hindgut, and the proventriculus were removed manually. The estimated numbers of sequenced cells for young, aged, and aged-MetR were 10364, 15604, and 20313, respectively.

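The 3 libraries, Young, Aged and Aged-MetR, were each made from 100 midguts of w^Dah females, so each condition had 1 library and there were no replicates. The paper places them at day 6, day 40 and day 40, where the sample labels give day 5, 5 weeks and 5 weeks. In the paper the Met concentration was 1.6 mM for Aged and 0.16 mM for Aged-MetR over 5 weeks, and the series text gives 4 weeks of restricted diet for Aged-MetR. The authors aligned the reads to the BDGP6.28 genome and counted unique molecular identifiers (UMIs) per gene and barcode with Cell Ranger 5.0.1. The deposited counts have not been through the later cell filters. They sum to 9248967 UMIs for Young, 42982886 for Aged and 52913093 for Aged-MetR, with medians of 732, 1501.5 and 1539 UMIs and 398, 558 and 573 genes per barcode. The limits the paper states (200 to 3000 genes, at most 25% mitochondrial UMIs, at most 15000 UMIs) were applied to each barcode. The cells that passed were clustered together with Seurat 5.3.0 from 50 principal components at a resolution of 0.8, after integration by reciprocal PCA, since the paper's text does not name its batch correction. Clusters were named from marker genes by a rule set after the data had been seen, and such a name is written with the ending "-like". For each class of cells, UMIs were summed per library, divided by the class total and multiplied by 1000000 (CPM). Intervals in parentheses are 95% limits, exact Poisson for CPM, exact conditional binomial for a ratio of CPM and Clopper-Pearson for a share, and they cover counting error only. No test between conditions was made. For a list of genes, the median ratio is taken over members with at least 50 UMIs in the pair of libraries compared. Its rank is given in percent among 10000 random lists matched on expression, where 0 is the lowest and 100 the highest. Scrublet marked 1 Young cell and 0 cells of the other libraries as doublets, so few that its threshold was not used and doublets were left in. Reads of near-identical neighbours (Jon25Bi and Jon25Bii, Amy-p and Amy-d, and members of the LysB, Hsp70, GstD, GstE and Acbp families) cannot be assigned with certainty. Gene positions are those of the BDGP6.54 annotation, which holds 13884 of the gene IDs in the files. Supplementary Data 3, of which the copy read here holds only a part, was not used.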

**Fig. 7:**
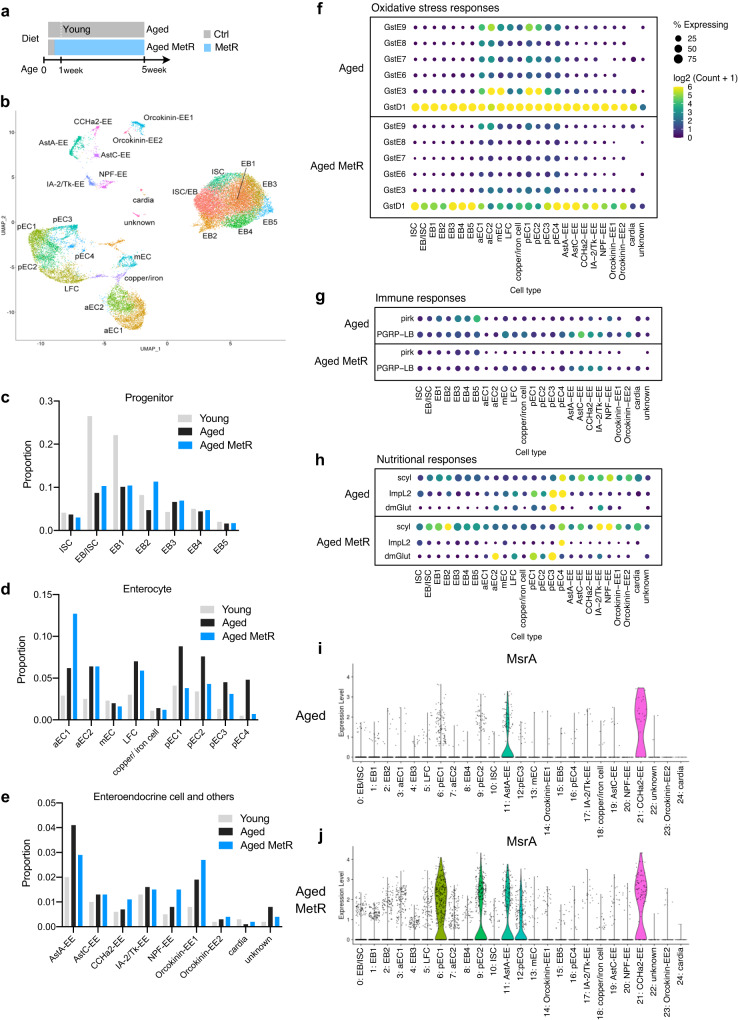
Single-cell RNAseq analysis of the guts of methionine-restricted flies. **a** Experimental time course of gut sampling for single-cell RNAseq analysis upon methionine restriction. **b** UMAP plot and annotated cell types from the single-cell RNAseq analysis. **c**–**e** Proportions of cell types in progenitor cells (**c**), enterocytes (**d**), and enteroendocrine cells (**e**). **f**–**h** Dot plots of genes related to immune responses (**f**), oxidative stress responses (**g**), or nutritional responses (**h**). **i**, **j** Violin plots of *MsrA* expression in the aged gut (**i**) or the aged gut with methionine restriction (**j**). Source data are provided as a Source Data file.

After batch correction and data cleaning, the cells were clustered into 24 different cell types expressing specific genes, which were visualised using a uniform manifold approximation and projection (UMAP) plot (Fig. 7b, Supplementary Fig. 7a–c). As commonly observed in the fly gut, we found four major cell types: intestinal stem cell (ISC), enteroblast (EB), enterocyte (EC), and enteroendocrine cell (EE). The number of cell clusters in each cell type varies among studies^55–57^. In our case, we observed seven progenitor (ISC/EB) clusters, nine EC clusters, and seven EE clusters. 

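The 10311 Young, 4950 Aged and 9889 Aged-MetR cells that passed the limits formed 26 clusters, of which 8 were progenitor-like, 8 enterocyte-like, 6 enteroendocrine-like and 1 hemocyte-like. Progenitor-like clusters were enriched in esg and hdc, and their leading genes differed: the Notch ligand Dl and the receptor N in cluster 0 (596 Young, 682 Aged and 2295 Aged-MetR cells), Pvf3 and klu in cluster 2 (177, 711 and 1548), the replication gene PCNA and the mitotic kinase polo in cluster 10, and heat shock genes in cluster 11. Clusters 1, 5 and 8 were progenitor-like clusters made almost only of Young cells (6050 Young, 15 Aged and 23 Aged-MetR cells). They held 81.1% of the Young progenitor-like cells, whereas most of those from the Aged and Aged-MetR libraries lay in clusters 0 and 2. Among enterocyte-like clusters, 3 and 12 were posterior-like, led by the lysosomal mannosidases LManVI and LManII in 3 and by the amino acid transporter NAAT1 and the protease zetaTry in 12. Cluster 12 met the rule with cad, iotaTry and dmGlut. Without dmGlut, placed with the posterior markers from Fig. 7h, it would have no region. Clusters 4, 6 and 7 were anterior-like, with the amylases Amy-p and Amy-d or the maltases Mal-A1 and Mal-A6 enriched, and cluster 13 was middle-like, with the homeobox gene lab and the proton pump subunit Vha100-4. Cluster 6 met the rule with Amy-p, Amy-d and mag. Against the mean of all clusters, the posterior markers cad, iotaTry and dmGlut were also enriched in cluster 6, so its region is less certain. Likewise, the anterior markers Mal-A1, Mal-A8 and mag were enriched in the posterior-like cluster 3. The largest part of the anterior-like cells lay in cluster 6 in Young (42.3%) and Aged (35.9%, with 33.8% in cluster 4) and in cluster 4 in Aged-MetR (51.0%). Enteroendocrine-like clusters were led by peptide genes, AstA in 9, Dh31 and Tk in 15, Orcokinin in 16, AstC in 18, sNPF and CCHa2 in 21, and NPF and Mip in 22. The enterocyte-like clusters 17 and 20 met no region's markers. The hemocyte-like cluster had 8 Young, 3 Aged and 3 Aged-MetR cells. Clusters 19, 23 and 24 met no rule for a name and held 1.13% of the Young, 2.40% of the Aged and 1.71% of the Aged-MetR cells.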

During ageing, the proportions of cell numbers in some clusters changed. For example, there were decreases in several progenitors (EB/ISC, EB1, and EB2), and increases in some enterocyte clusters (Fig. 7c–e). Among these changes, MetR restored the increased proportions of clusters of posterior enterocytes (pEC1-pEC4) to more youthful levels (Fig. 7d). These results suggest that one of the benefits of MetR can be the suppression of the (relative) expansion of posterior enterocytes.

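Progenitor-like cells made up 72.3% (71.5 to 73.2) of the Young and 38.0% (36.7 to 39.4) of the Aged library, a share 1.90-fold (1.81 to 2.00) lower in Aged. Enterocyte-like cells, the absorptive and enzyme-secreting cells, were 20.1% (19.3 to 20.9) of the Young and 48.8% (47.4 to 50.2) of the Aged cells, 2.43-fold (2.29 to 2.57) higher in Aged. Within them, anterior-like cells were 8.94% (8.40 to 9.51) and 19.8% (18.7 to 21.0), and middle-like cells 2.74% (2.44 to 3.08) and 2.22% (1.83 to 2.67). Enteroendocrine-like cells, which secrete peptide hormones, were 6.35% (5.89 to 6.84) of the Young and 10.7% (9.90 to 11.6) of the Aged cells. Among the progenitor-like clusters, 1, 5 and 8 held 3306, 1774 and 970 Young cells but 11, 2 and 2 Aged cells. With no limit but 200 genes per barcode, the enterocyte-like share was 1.47 times higher in Aged and the anterior-like share 1.33 times. In that clustering 3.19% of the Young but 35.8% of the Aged barcodes lay in clusters without a name, which lowers the Aged shares.

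**Figure D1:**
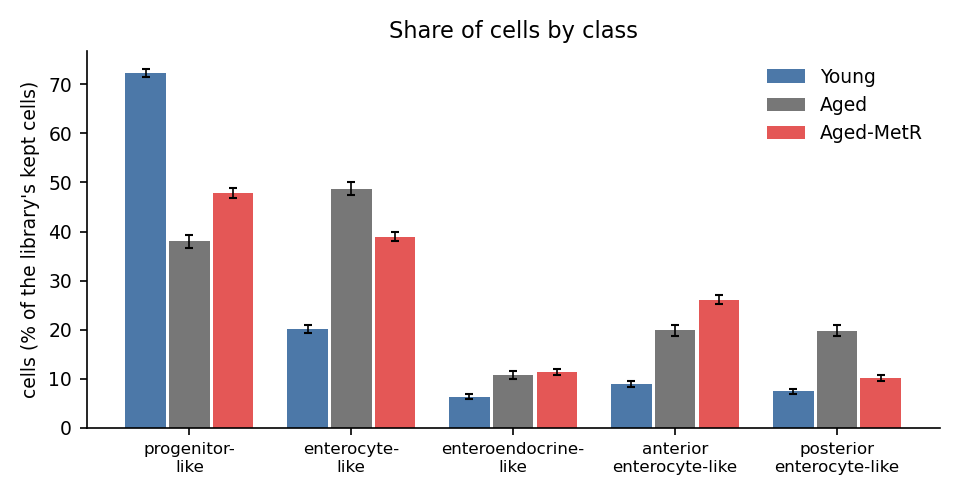
Share of kept cells (percent, with exact 95% intervals for counting error) in each class for the Young, Aged and Aged-MetR libraries. Progenitor-like cells take 72.3% of the Young library, and enterocyte-like cells 48.8% of the Aged library.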

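Posterior-like enterocytes, the cells of the hind part of the midgut, were 7.47% (6.97 to 7.99) of the Young, 19.8% (18.7 to 20.9) of the Aged and 10.1% (9.55 to 10.8) of the Aged-MetR cells. Their share was 2.65-fold (2.40 to 2.91) higher in Aged than in Young, and 1.95-fold (1.78 to 2.13) lower in Aged-MetR than in Aged. Cluster 3 held 6.41%, 15.5% and 6.75% of the Young, Aged and Aged-MetR cells. Cluster 12, posterior-like only with dmGlut counted, held 1.06%, 4.28% and 3.39%. Anterior-like enterocytes had the opposite relation to MetR, at 26.1% (25.2 to 27.0) of the Aged-MetR cells, 1.32-fold (1.22 to 1.42) above Aged. This rise lay in cluster 4, at 6.71% of the Aged and 13.3% of the Aged-MetR cells. Clusters 6 and 7 were at 7.13% and 6% of the Aged and 6.89% and 5.90% of the Aged-MetR cells. The leading genes of cluster 4 include CG12374, Jon25Bi and LysD, at least 2-fold higher in Aged-MetR in most clusters measured. A region is therefore not told apart from a state of the cells. All enterocyte-like cells together were 39.0% (38.0 to 40.0) and progenitor-like cells 47.9% (46.9 to 48.9) of the Aged-MetR library, with ratios to Aged of 0.799 and 1.26. Enteroendocrine-like cells were 11.4% (10.7 to 12.0) of it. Enterocyte-like clusters left without a region by the naming rule held 0.95% of the Young, 6.95% of the Aged and 1.02% of the Aged-MetR cells. Without integration of the libraries, posterior-like cells were 8.12%, 2.59% and 13.5% of the Young, Aged and Aged-MetR cells, so both directions turned, while 4.34%, 32.7% and 5.35% were enterocyte-like cells of no named region. Counted together, the cells of both kinds were 12.5%, 35.3% and 18.8%. With no limit but 200 genes per barcode, the progenitor-like share was 2.04 times that of Aged. In that clustering 35.8% of the Aged but 10.3% of the Aged-MetR barcodes lay in clusters without a name, which lowers the Aged share. An unnamed cluster with 20.2% of the Aged barcodes had esg, hdc and N above their level in the whole Aged library.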

Next, we investigated what kind of transcriptomic change occurs in each cell cluster (Supplementary Data 3). 

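In enterocyte-like cells, metallothioneins, small proteins that bind zinc and copper, had a median ratio over 5 genes of 0.340 for Aged over Young and 1.61 for Aged-MetR over Aged. For Aged-MetR over Aged the median was 2.32 in posterior-like cells but 0.845 in anterior-like ones, with 3 of 5 genes lower there. In progenitor-like cells the medians were 0.136 for Aged over Young and 2.48 for Aged-MetR over Aged, with 4 of 5 at least 1.5-fold higher in Aged-MetR, and MtnB was at 18.1%, 11.0% and 20.4% of the enterocyte-like CPM in Young, Aged and Aged-MetR. Heat shock proteins, the chaperones of misfolded proteins, had medians for Aged over Young of 0.477 (0.322 to 0.821) in progenitor-like cells (9 of 12 at least 1.5-fold lower) and 0.523 (0.38 to 1.21) in enterocyte-like cells (7 of 10, and 1 higher). To compare whole profiles, the difference between the Aged-MetR and Aged libraries (log2 CPM) was projected on the difference between Young and Aged, over genes with a mean of at least 100 CPM. The projection gives the share of the ageing shift that is recovered, where 0 is the Aged and 1 the Young profile. In progenitor-like cells the share was 0.181 (0.171 to 0.194) over 1040 genes, and in enterocyte-like cells 0.360 (0.332 to 0.399) over 1188 genes, where parentheses give the range over 20 random splits of the Aged cells. Simulated libraries with no difference between Aged-MetR and Aged gave 0.00118 and 0.000216. These hold counting error only. The Aged library enters both shifts, so whatever sets it apart from both other libraries raises the share. The simulation does not cover this. In enterocyte-like cells thinned to 1000 UMIs the share was 0.182.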

A heatmap analysis of the DEGs in each cell type showed a trend in which age-related shifts in the transcriptional signature were recovered back by MetR, especially in progenitors and enterocytes (Supplementary Fig. 8a, b). In contrast, MetR induced a distinctive transcriptome pattern in enteroendocrine cells (Supplementary Fig. 8c). 

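In enteroendocrine-like cells the heat shock genes were the list furthest below Young, with a median ratio of 0.228 for Aged over Young and 11 of 12 members at least 1.5-fold lower. The median of these genes for Aged-MetR over Aged was 0.891, with 0 of 11 at least 1.5-fold higher and 2 lower. Metallothioneins were 0.537 for Aged over Young and 1.68 for Aged-MetR over Aged, with MtnA 2.10-fold higher (2.04 to 2.16) and MtnB 1.75-fold higher (1.65 to 1.85) in Aged-MetR. The MtnA CPM of these cells was 27.6% of the enterocyte-like CPM in Aged and 24.2% in Aged-MetR, and that of MtnB 277% and 104%. Digestive proteases had medians of 15.2% and 15.5% there, with ranges of 5.41% to 24.6% and 7.90% to 27.9%. MtnA lay above the range in Aged but inside it in Aged-MetR. RNA free in the suspension is thus not excluded as a source of part of the MtnA difference. Genes of peptide hormones had a median of 1.26 for Aged-MetR over Aged with 4 of 11 higher and 2 of 11 lower by at least 1.5-fold, but they define the enteroendocrine-like clusters, whose sizes differed between libraries. The share of the ageing shift recovered was 0.184 (0.142 to 0.217) over 1399 genes, and the cosine between the MetR and the ageing shift was 0.291. Simulated unchanged libraries, with counting error only, gave 0.00582 (95% of them from -0.0189 to 0.0393). Thinned to 1000 UMIs per cell, the share was 0.0791.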

PCA of the data also supported this observation (Supplementary Fig. 9). For instance, in progenitors, we observed a shift to the left in the PC1 axis by ageing, which was shifted back to the right by MetR (Supplementary Fig. 9a). This was also the case in anterior and posterior enterocytes, where the age-dependent shift along the PC1 axis was recovered under MetR condition (Supplementary Fig. 9b, d). However, the degree of the rescue of the age-related transcriptomic shifts varied greatly among clusters.

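In progenitor-like cells, MtnB (FBgn0002869, chromosome 3R from 20503102 to 20503746) was 12.9-fold lower (11.8 to 14.0) in Aged than in Young and 8.61-fold higher (7.91 to 9.39) in Aged-MetR than in Aged. MtnA (FBgn0002868, chromosome 3R from 9783407 to 9784370) was 5.07-fold lower (4.96 to 5.19) in Aged than in Young and 3.64-fold higher (3.56 to 3.72) in Aged-MetR than in Aged. The CPM of MtnA in progenitor-like cells was 13.7%, 5.29% and 8.05% of the enterocyte-like CPM in Young, Aged and Aged-MetR, close to the medians of 14.4%, 5.24% and 7.03% for digestive protease genes, so RNA free in the suspension is not excluded as the source of its difference there. MtnB was at 18.1% in Young and 11.0% in Aged, inside the protease ranges of 6.51% to 27.7% and 1.79% to 14.2%. Free RNA is thus not excluded for its difference between Young and Aged either. In Aged-MetR MtnB was at 20.4%, above the highest protease value of 11.5%. MtnA was at least 2-fold higher in Aged-MetR in 14 of 17 clusters measured and MtnB in 12 of 17. The starvation and foxo-TOR list, genes of the response to low nutrients, also lay lower in Aged than in Young, with a median of 0.456 and 11 of 18 members at least 1.5-fold lower and 1 higher. Between the MetR and the ageing shift of progenitor-like cells the cosine was 0.375. Young progenitor-like cells, with a median of 786 UMIs, were shallower than those of the other libraries and came largely from other clusters. Over genes with a mean of at least 500 CPM, the recovered share was 0.0681.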

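Digestive serine proteases, the trypsins and Jonah proteases secreted into the gut lumen, had medians below 1 for Aged over Young and above 1 for Aged-MetR over Aged in enterocytes of both regions. In posterior-like cells the median ratio was 0.286 for Aged over Young, with 16 of 23 at least 1.5-fold lower and 1 higher, and 2.15 for Aged-MetR over Aged, with 16 of 23 at least 1.5-fold higher and 0 lower. In anterior-like cells the medians were 0.641 (14 of 25 lower, 4 higher) and 1.93 (18 of 28 higher, 1 lower). Digestive enzymes and lysozymes together made up 4.29%, 1.95% and 2.11% of the posterior-like UMIs in Young, Aged and Aged-MetR. The anterior-like values were 9.64%, 9.11% and 13.9%. RNA free in the suspension is thus not excluded as a source of part of the posterior-like protease differences. Early stress genes in anterior-like cells had a median of 0.532 for Aged over Young and 0.899 for Aged-MetR over Aged. The share of the ageing shift recovered was 0.321 (0.288 to 0.367) in anterior-like and 0.323 (0.298 to 0.352) in posterior-like cells, over 1050 and 1180 genes. Thinned to 1000 UMIs per cell, the share in anterior-like cells was 0.199, and in cells of at most 10% mitochondrial UMIs, thinned likewise, it was 0.202 in anterior-like and 0.213 in posterior-like cells. Over genes with a mean of at least 500 CPM, the posterior-like share was 0.502.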

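The posterior-like cluster 12 had the highest recovered share of the 16 clusters with at least 50 cells in every library, 0.475 (0.433 to 0.518), followed by the anterior-like clusters 6 at 0.401 (0.360 to 0.456) and 7 at 0.331 (0.296 to 0.376). The posterior-like cluster 3 was at 0.280 (0.262 to 0.297) and the anterior-like cluster 4 at 0.268 (0.193 to 0.306). Among progenitor-like clusters, the share was highest in cluster 10, led by replication and mitosis genes, at 0.27 (0.244 to 0.309), and lowest in cluster 11, led by heat shock genes, at 0.0567 (0.0282 to 0.103). The clusters 0, 2 and 14 had shares of 0.141, 0.125 and 0.121. Enteroendocrine-like clusters lay between 0.124 (0.0680 to 0.179) in cluster 16, led by Orcokinin, where simulated unchanged libraries gave 0.0408, and 0.208 (0.189 to 0.228) in cluster 18, led by AstC. The middle-like cluster 13 was at 0.166 (0.0508 to 0.251). Each value compares cells of 1 cluster in the 3 libraries, so it leaves out the clusters made of Young cells.

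**Figure D2:**
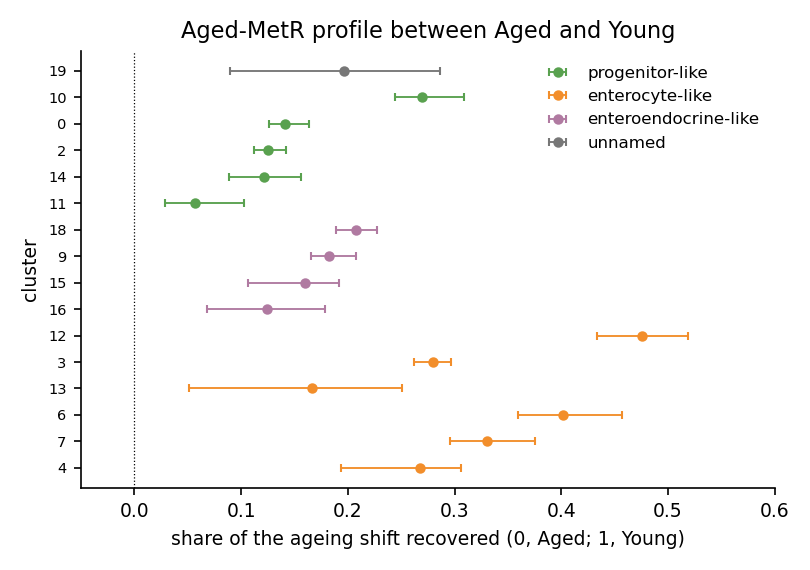
Share of the ageing shift recovered in the Aged-MetR library (0 is the Aged, 1 the Young profile) for each cluster, coloured by class. Bars give the range over 20 random splits of the Aged cells. Values run from 0.0567 in cluster 11 to 0.475 in cluster 12.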

It has been observed that the number of damaged/active ISCs rises in the aged gut^57^. However, in our analysis, we did not observe this rise, but rather decreased numbers of some progenitor cells (Fig. 7c). 

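Progenitor-like cells outside the clusters made almost only of Young cells were 33.0% (31.6 to 34.5) of the remaining Young, 37.8% (36.5 to 39.2) of the remaining Aged and 47.8% (46.8 to 48.8) of the remaining Aged-MetR cells. Since those clusters were picked for holding Young cells, leaving them out lowers the Young share by itself, and these values do not give a direction between Young and Aged. Those Young clusters were led by genes such as the ion channel gene pain and mgl in cluster 1, pirk and the NF-kappaB gene Dif in cluster 5, and the EGFR regulator rho and the cytokine gene upd2 in cluster 8. A cluster of this kind can stand for the library as well as for a type of cell. The cycling cluster 10, led by PCNA and polo, held 226 of 7458 Young (3.03%, 2.65 to 3.44) and 209 of 1882 Aged progenitor-like cells (11.1%, 9.72 to 12.6). Outside the Young clusters it held 16.1% (14.2 to 18.1) of the Young and 11.2% (9.80 to 12.7) of the Aged ones, so the direction depends on whether those are counted. Scores for the S and G2/M phases were regressed out before clustering, so the share of cluster 10 is not the share of cycling cells. In progenitor-like cells, genes of DNA replication had a median ratio of 0.844 for Aged over Young, with 6 of 19 at least 1.5-fold lower and 1 higher, and genes of G2 and mitosis 0.836, with 7 of 29 lower and 4 higher, at ranks of 67.9% and 65.4%. Inside cluster 10 the medians were 0.418 (10 of 11 lower) and 0.443 (15 of 19), and in the other progenitor-like cells 0.719 (8 of 19 lower, 1 higher) and 0.650 (15 of 28 lower, 1 higher). The ligands and targets of JAK-STAT and EGFR signalling, which drive stem cell division in the damaged midgut, had a median of 0.994 for Aged over Young in progenitor-like cells, with 2 of 16 higher and 4 of 16 lower by at least 1.5-fold.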

One possible reason for this is that our flies were fed with the holidic medium, which contains more preservatives. This diet generally resulted in lower numbers of gut bacteria, which are known to mediate the age-related increase in ISC expansion^58^. Another possibility is that the data-cleaning process removed atypical cells in the aged samples from the clustering analysis, due to the disturbed gene expression signature. For the Aged sample, only 31.7% of the sequenced cells were clustered (4946/15604), whereas this was 99.5% for the Young sample (10310/10364). 

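Of the Young barcodes, 10311 of 10364 (99.3% to 99.6%) passed all limits, and of the Aged barcodes 4950 of 15604 (31.0% to 32.5%). Mitochondrially encoded transcripts set the Aged result: 10472 of the 10654 Aged barcodes removed (98.3%) were over the mitochondrial limit, against 14 of the 53 removed Young barcodes. The median mitochondrial share of UMIs was 7.18% over all Young and 30.9% over all Aged barcodes. Over the kept cells the medians were 7.18% and 18.8%. The limits on genes removed 39 Young barcodes for too few and 38 Aged barcodes for too many genes, and the limit on UMIs removed 0 and 192. In a clustering without the mitochondrial and UMI limits, 5.81% of the Aged barcodes in clusters without a name were within all limits, and enterocyte-like barcodes were within them most often. The Aged share kept was 99.8% with the gene limits alone, 98.8% with the UMI limit alone, and 99.7% where barcodes were removed only when over both the mitochondrial and the UMI limit.

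**Figure D3:**
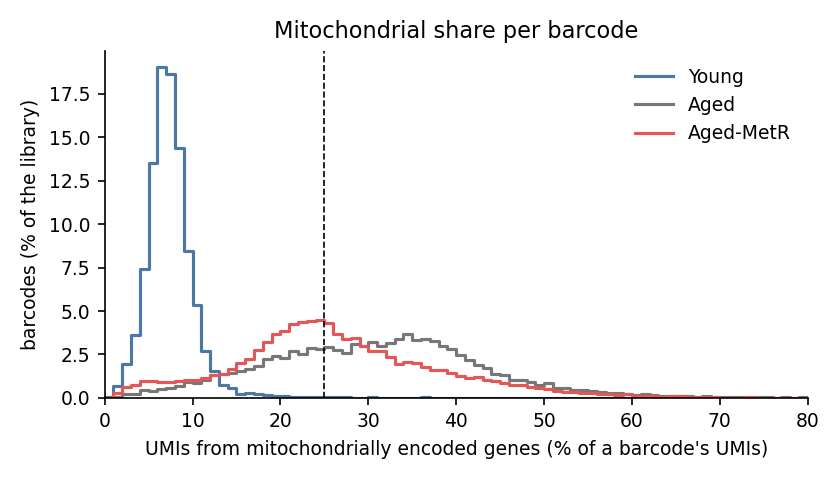
Share of barcodes (percent) by their mitochondrial share of UMIs (percent) for the Young, Aged and Aged-MetR libraries, with the limit of 25% marked. The medians are 7.18%, 30.9% and 25.1%.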

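In the Aged-MetR library, 9889 of 20313 barcodes (48.7%, 48.0 to 49.4) passed all limits. As in Aged, mitochondrial transcripts set the result, with 10286 of the 10424 removed barcodes (98.7%) over that limit, 140 over the UMI limit, 11 with too many genes and 3 with too few. By class, in the clustering without the mitochondrial and UMI limits, the Aged-MetR barcodes within all limits were 42.4% (41.5 to 43.3) of the progenitor-like, 69.6% (68.4 to 70.9) of the enterocyte-like and 63.1% (60.9 to 65.4) of the enteroendocrine-like ones. In the same clustering, Aged had 43.8% (42.3 to 45.4), 52.4% (50.9 to 53.9) and 35.0% (32.6 to 37.5), so enterocyte-like and enteroendocrine-like barcodes passed more often in Aged-MetR and progenitor-like ones did not. Barcodes in clusters without a name were 35.8% of the Aged and 10.3% of the Aged-MetR library. The Aged-MetR share kept was 99.9% with the gene limits alone, 99.3% with the UMI limit alone and 99.9% where only barcodes over both the mitochondrial and the UMI limit were removed.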

For the Aged-MetR sample, this number was increased to 48.6% (9863/20313), perhaps implying that their transcriptional profile was more youthful, and that tissue ageing was delayed.

Considering that there were also large differences in the quality of the data (RNA volume, sequence reads, number of genes) between the Young and the two Aged samples, it seems difficult to fairly compare the absolute gene expression between the two ages. Thus, we carefully looked at DEGs that were changed between Aged and Aged-MetR. 

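Mitochondrially encoded transcripts stood out between the ages even among kept cells. For Aged over Young, their 13 genes had a median ratio of 2.34 in progenitor-like, 1.66 in enterocyte-like and 3.22 in enteroendocrine-like cells. For Aged-MetR over Aged the medians were 0.982, 0.806 and 0.911. Kept cells held a median of 733 UMIs and 399 genes in Young, 3519 and 1018.5 in Aged, and 2582 and 817 in Aged-MetR. Enterocyte-like cells held 607, 2917 and 2089 UMIs, and enteroendocrine-like cells 581, 1822.5 and 1279.5. Scaling by TMM in place of CPM shifts all log2 ratios of Aged over Young by 0.40 in progenitor-like, 0.35 in enterocyte-like and 0.22 in enteroendocrine-like cells, so ratios between the ages are relative to the scaling. For Aged-MetR over Aged, the shift is -0.01, 0.13 and 0.04.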

We noticed that some DEGs were commonly changed among cell clusters. 

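Across the 17 clusters compared between Aged-MetR and Aged, with 2641 genes measured in at least 10 of them, those at least 2-fold apart in the most clusters included digestive proteases, lysozymes, MtnA and acyl-CoA binding proteins. The proteases Jon25Bii (FBgn0031654, chromosome 2L from 4952243 to 4953136) and Jon99Ciii were at least 2-fold higher in Aged-MetR in 16 of 16 and 17 of 17 clusters measured, with median ratios of 26.0 and 5.17. CG12374 (FBgn0033774, chromosome 2R from 12762113 to 12763825) was higher in 17 of 17, with a median of 13.9, and the lysozyme gene LysD, for breaking down bacterial walls, in 16 of 17. In the paper's bulk gut at 4 weeks, from flies on other Met concentrations, LysD and LysE went the other way. Their bulk log2 fold changes were -0.51 and -0.59, beside 2.05 and 2.01 over all kept cells here. Jon25Bi had the same direction in both, at 0.69 and 4.36. At least 2-fold lower in Aged-MetR were CG8997 (FBgn0028920, chromosome 2L from 13843915 to 13845325) in 17 of 17 and CG7953 (FBgn0028533, chromosome 2L from 13847925 to 13849223) in 17 of 17, the acyl-CoA binding proteins Acbp3 in 11 of 11 (4.56-fold, median) and Acbp2 in 14 of 17 (2.48-fold), and the nuclear receptor Hr96, a regulator of lipid and xenobiotic metabolism named here after its values were seen, in 8 of 11 (4.31-fold). In progenitor-like cells CG8997 and CG7953 were at 2.66% and 2.18% of the enterocyte-like CPM in Aged and 3.30% and 3.28% in Aged-MetR, and Acbp3 and Acbp2 at 3.67% and 3.94%, then 5.15% and 5.64%, below the medians for digestive proteases, so their counts of clusters do not show a difference outside enterocytes. Hr96 was at 5.94% in progenitor-like and 22.8% in enteroendocrine-like cells of Aged, inside the ranges of digestive proteases there (1.79% to 14.2% and 5.41% to 24.6%), but at 19.8% and 73.1% in Aged-MetR, above the highest protease values of 11.5% and 27.9%. In enterocyte-like cells the digestive serine proteases had a median ratio of 2.53 for Aged-MetR over Aged (rank 100%), with 22 of 28 at least 1.5-fold higher and 0 lower. Lysozymes had 4.56, with 4 of 5 higher and 1 lower, LysX at 0.129 (0.116 to 0.144), named after its values were seen. LysX is a leading gene of cluster 17, of which 74.0% are Aged cells, so the make-up of the class enters its ratio. Carbohydrate digestion went the other way from the proteases in enterocytes. Its median was 0.494 in posterior-like cells (10 of 16 at least 1.5-fold lower, 2 of 16 higher) and 0.555 in anterior-like cells (9 of 15 and 3 of 15). In enterocyte-like cells as a whole it was 0.749 (0.485 to 1.05), with the amylase Amy-p 2.21-fold lower (2.15 to 2.27) and the maltases Mal-A4 2.99-fold lower (2.84 to 3.14) and Mal-A3 2.27-fold lower (2.18 to 2.37). Progenitor-like and enteroendocrine-like cells, which are not known to secrete these enzymes, had protease medians of 3.03 and 2.80, lysozyme medians of 3.89 and 5.26 and carbohydrate digestion medians of 1.02 and 1.04. Over 23 protease genes, progenitor-like cells of Aged-MetR held a median of 7.03% of the enterocyte-like CPM at median depths of 3221 and 2089 UMIs, and those of Aged 5.24%, and RNA free in the suspension also gives UMIs in cells that do not express a gene. The share of progenitor-like cells with a UMI of alphaTry, thinned to 1000 UMIs, was 30.6% (28.5 to 32.7) in Aged and 64.2% (62.8 to 65.6) in Aged-MetR (unthinned 76.4% and 96.0%, with 9 and 156 shallower cells left out).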

Several GSTs were decreased by MetR (Fig. 7f), which was consistent with the bulk RNAseq analysis (Fig. 4e). 

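Glutathione S-transferases (GSTs), which conjugate glutathione to oxidised lipids and toxins, were lower in Aged-MetR than in Aged in enterocyte-like cells. In enterocyte-like cells the median ratio of the 35 genes listed, of which 29 were measured, was 0.602 (rank 0%), with 16 of 29 at least 1.5-fold lower and 0 higher. In enteroendocrine-like cells it was 0.725 (rank 0%), with 8 of 22 lower, and in progenitor-like cells 0.997 (rank 56.5%), with 0 of 28 past 1.5-fold either way. In enteroendocrine-like cells of Aged, GstE9 and GstE3 were at 12.9% and 19.0% of the enterocyte-like CPM, inside the range of 5.41% to 24.6% of digestive proteases, so RNA free in the suspension is not excluded as a source of their difference there. GstE7, GstE8 and GstE6 were at 25.4%, 26.0% and 30.6% in these cells, above that range, from 46 to 73 UMIs each, and GstD1 was at 138%. In Aged-MetR, GstE9 was at 15.4%, inside the range of 7.90% to 27.9%, and GstE3, GstE6, GstE8 and GstE7 at 37.5%, 35.2%, 38.3% and 39.8%, above it. The genes the paper selected from these libraries are not independent evidence of the direction. GstE7 (FBgn0063493, chromosome 2R from 18406924 to 18407688) was 2.77-fold lower (2.58 to 2.97) in enterocyte-like cells of Aged-MetR, at 89.2 CPM against 247 in Aged. GstE3 (FBgn0063497, chromosome 2R from 18400713 to 18401467) was 2.34-fold lower (2.23 to 2.44) and GstE9 (FBgn0063491, chromosome 2R from 18409048 to 18409835) 1.60-fold lower (1.52 to 1.68). GstE8 (FBgn0063492, chromosome 2R from 18407834 to 18408955) and GstE6 (FBgn0063494, chromosome 2R from 18406011 to 18406761) were 2.01-fold and 1.87-fold lower. GstD1 (FBgn0001149, chromosome 3R from 12367817 to 12369268), the most abundant of them, was 2.47-fold lower (2.39 to 2.55) in enterocyte-like, 1.36-fold lower (1.32 to 1.40) in progenitor-like and 1.56-fold lower (1.46 to 1.67) in enteroendocrine-like cells. Of the clusters with enough UMIs, GstD1 was lower in 20 of 21, GstE3 in 15 of 19, GstE9 in 13 of 16, GstE7 in 13 of 15, GstE6 in 11 of 14 and GstE8 in 9 of 14. In progenitor-like cells of Aged, GstE3, GstE9, GstE7, GstE6 and GstE8 were at 5.95%, 3.87%, 5.77%, 12.7% and 7.53% of the enterocyte-like CPM. These lie inside the protease range of 1.79% to 14.2%, so the counts for these genes do not show a difference in progenitors. GstE9 was higher in 3 of 5 progenitor-like clusters. In progenitor-like cells GstE9 and GstE8 had ratios of 1.17 (0.954 to 1.43) and 1.1 (0.873 to 1.39). Other antioxidant genes, such as peroxidases and superoxide dismutases, had medians of 0.981 in progenitor-like, 1.1 in enterocyte-like and 0.938 in enteroendocrine-like cells, and the extracellular superoxide dismutase Sod3 was 1.71-fold higher (1.50 to 1.96) in enterocyte-like cells. For Aged over Young, the GST median was 0.778, 1.19 and 1.03 in the same order. Summed over all kept cells, the log2 ratio was -1.53 for GstE7, -1.29 for GstE3, -0.83 for GstE9 and -0.38 for GstO2, where the log2 fold changes the paper reports for the bulk gut at 4 weeks, from flies on other Met concentrations, are -0.76, -0.63, -0.52 and -0.59. Of 244 genes in the paper's bulk list that were matched, 147 (60.2%, 53.8 to 66.4) had the bulk direction over all kept cells, where 49.8% are expected from all genes. In enterocyte-like cells alone it was 50.0%.

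**Figure D4:**
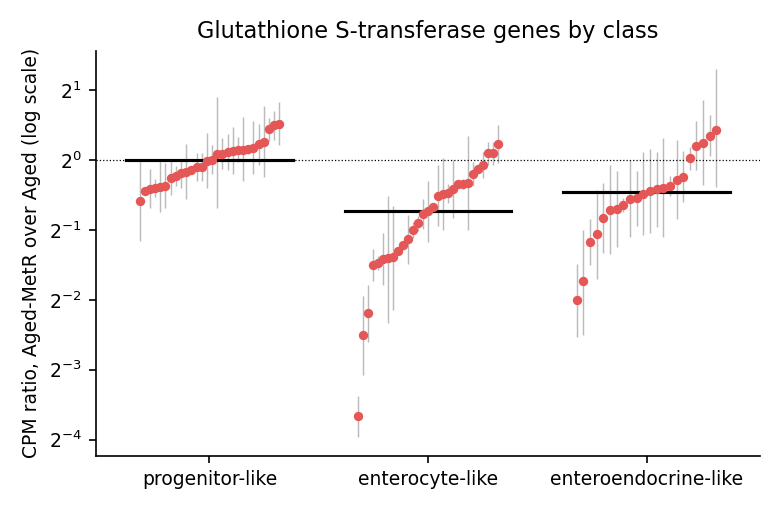
Ratio of CPM in Aged-MetR over Aged (log axis, with exact 95% intervals for counting error) for the measured members of the list of 35 GST genes in each class. Black lines give the list medians. In enterocyte-like cells the median of 29 genes is 0.602.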

Decreases in GSTs expression imply a lower level of oxidative stress in the tissue. It was also clear that expression of the immune-related genes *pirk* and *PGRP-LB* were decreased by MetR, suggesting attenuation of the inflammatory state in the aged gut (Fig. 7g). 

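The gene pirk (FBgn0034647, chromosome 2R from 21660967 to 21662995), a feedback inhibitor of the Imd pathway, was 3.04-fold lower (2.83 to 3.27) in Aged-MetR than in Aged in progenitor-like cells, where its level was highest (65.6 against 199 CPM). It was 3.43-fold lower (2.79 to 4.22) in enterocyte-like and 3.30-fold lower (2.32 to 4.74) in enteroendocrine-like cells. PGRP-LB (FBgn0037906, chromosome 3R from 11452849 to 11460552), an amidase that degrades the peptidoglycan that triggers Imd signalling, was 2.45-fold lower (2.25 to 2.68) in progenitor-like, 3.06-fold lower (2.76 to 3.39) in enterocyte-like and 1.70-fold lower (1.44 to 2.00) in enteroendocrine-like cells. By cluster, pirk was lower in 17 of 17 and PGRP-LB in 18 of 19, the exception being an enterocyte-like cluster of no named region. Since the progenitor-like CPM of pirk was 603% of the enterocyte-like CPM in Aged and 680% in Aged-MetR, RNA free in the suspension is not excluded as the source of its difference in enterocyte-like and enteroendocrine-like cells, and its count of clusters does not show a difference outside progenitors. Progenitor-like cells with a UMI of pirk, at 1000 UMIs per cell, were 13.5% (12.0 to 15.1) in Aged and 4.98% (4.36 to 5.65) in Aged-MetR (unthinned 38.9% and 15.3%), beside 3.08% and 1.23% of enterocyte-like cells. For PGRP-LB the thinned shares were 10.4% and 4.30% of progenitor-like and 9.99% and 3.8% of enterocyte-like cells (unthinned 34.9% and 14.2%, then 29.0% and 10.5%). Thinning left out 41 Aged and 674 Aged-MetR enterocyte-like cells. The wider list of Imd pathway genes and antimicrobial peptides had medians of 0.973 in progenitor-like (2 of 12 at least 1.5-fold lower, pirk and PGRP-LB), 0.778 in enterocyte-like (4 of 13) and 0.733 in enteroendocrine-like cells (4 of 10), with ranks of 36.9%, 4.21% and 0.09% and intervals of 0.710 to 1.08, 0.472 to 1.02 and 0.567 to 1.07. The peptidoglycan amidase PGRP-SC1b, named after its values were seen, was the 1 member at least 1.5-fold higher in enterocyte-like cells, at 4.04 (2.27 to 7.73) from 77 and 14 UMIs. The list's lower members included the recognition protein PGRP-SD in enterocyte-like cells at 0.472 (0.280 to 0.784) and the NF-kappaB factor Rel in enteroendocrine-like cells at 0.628 (0.515 to 0.766). The pirk ratio concerns clusters shared by both libraries, since pirk also leads the Young cluster 5.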

Recent scRNAseq analysis in the fly gut also found that suppressing an innate immune Imd pathway activity in ISCs autonomously attenuates age-related ISC overproliferation^59^. We also observed that some nutritional response genes were affected (Fig. 7h). 

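ImpL2 (FBgn0001257, chromosome 3L from 4224006 to 4236147), a secreted protein that binds insulin-like peptides, was the nutritional gene with the widest difference. In Aged-MetR it was 36.5-fold lower (29.5 to 45.7) than in Aged in posterior-like enterocytes (19.0 against 692 CPM) and 19.4-fold lower (15.8 to 24.1) in anterior-like ones, and it was lower in 8 of 8 enterocyte-like clusters measured. In posterior-like cells its level in Aged was 11.6-fold higher (8.22 to 16.8) than in Young. Over all enterocyte-like cells the ratio was 0.0647 (0.0595 to 0.0703), and 0.109 with clusters weighted equally. ImpL2 is a leading gene of cluster 17, of which 74.0% are Aged cells. In enteroendocrine-like cells ImpL2 was 5.87-fold lower, from 66 Aged and 18 Aged-MetR UMIs, and its CPM in Aged was 8.17% of the enterocyte-like level, below the 15.2% of digestive proteases there, so RNA free in the suspension is not excluded as its source. In progenitor-like cells, at 9.56% of that level in Aged and 108% in Aged-MetR, ImpL2 was 1.36-fold lower. Its Aged value there lay inside the range of digestive proteases (1.79% to 14.2%), so free RNA is not excluded as a source of this difference. The amino acid transporter gene dmGlut (FBgn0010497, chromosome 2L from 12027438 to 12034122) was 2.69-fold higher (2.56 to 2.82) in enterocyte-like cells of Aged-MetR and was higher in 14 of 15 clusters. In progenitor-like cells its ratio was 3.17 (2.38 to 4.27), at 2.73% of the enterocyte-like CPM in Aged and 3.22% in Aged-MetR, below the 5.24% and 7.03% of digestive proteases, so no difference in these cells is shown. In enteroendocrine-like cells, at 27.5% and 13.8%, its ratio was 1.34 (0.999 to 1.82). It is also a marker used to name posterior-like clusters, without which cluster 12 would have no region. The TOR inhibitor scyl (FBgn0041094, chromosome 3L from 11252307 to 11256172) was 1.82-fold higher (1.73 to 1.91) in progenitor-like and 1.82-fold higher (1.61 to 2.05) in anterior-like cells, with 1.01 (0.896 to 1.15) in posterior-like cells. Over all enterocyte-like cells its ratio was 0.935 (0.878 to 0.997), and 1.02 with TMM scaling, 1.19 as a mean over cells and 1.34 with clusters weighted equally. The starvation and foxo-TOR list had medians of 1.17 in progenitor-like (4 of 18 at least 1.5-fold higher, scyl, unk, dmGlut and MsrA, where free RNA is not excluded for dmGlut and MsrA), 0.930 in enterocyte-like and 1.08 in enteroendocrine-like cells. The 12 genes the paper names from these libraries had medians of 0.857, 0.462 and 0.685 in the same order, and the genes it names from bulk RNAseq 1.28, 0.986 and 0.90. Both lists mix genes that the paper reports as higher and as lower under MetR, so these medians give no direction. Of the bulk genes, the paper names bmm and Gnmt from the abdomen. Among the bulk genes, the proteases CG18180 and Jon99Fii were 5.14-fold and 3.55-fold higher in enterocyte-like cells. There CG3036 was 4.33-fold and CG8785 2.42-fold higher, and CG3902 1.79-fold lower. The translation inhibitor Thor and the lipase bmm had ratios of 0.840 (0.815 to 0.866) and 0.870 (0.767 to 0.987), the lipid droplet protein Lsd-2 1.11 (1.06 to 1.16) and the acetyl-CoA synthetase gene AcCoAS 0.877 (0.840 to 0.917). The hormone gene CCHa2 had a ratio of 0.697 (0.675 to 0.720) in enteroendocrine-like cells, and the methyltransferase gene Gnmt 1.13 (0.801 to 1.61).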

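MsrA, listed in the files as Eip71CD (FBgn0000565, chromosome 3L from 15511052 to 15513202), encodes methionine sulfoxide reductase A, which returns oxidised methionine to methionine. Its level in Aged-MetR was 6.56-fold higher (5.92 to 7.28) than in Aged in enterocyte-like cells (269.6 against 41.1 CPM), 4.95-fold higher (3.78 to 6.59) in progenitor-like cells (29.3 against 5.92) and 1.73-fold higher (1.47 to 2.05) in enteroendocrine-like cells (295 against 170.3). It was higher in 18 of 18 clusters measured, from 1.22-fold in the enteroendocrine-like cluster 21 to 20.2-fold in the anterior-like cluster 7. In anterior-like cells the ratio was 9.07 (6.52 to 13.0), at 94.4 against 10.4 CPM, and in middle-like cells 16.7 (5.44 to 83.5), from 3 Aged UMIs. Young enterocyte-like cells had 164 CPM, so Aged was 4.00-fold lower (3.42 to 4.67) than Young. With enterocyte-like clusters weighted equally, the ratio to Aged was 12.3. The CPM of MsrA in progenitor-like cells of Aged-MetR was 10.9% of that in enterocyte-like cells, inside the range of 3.03% to 11.5% of digestive proteases, and in Aged 14.4%, from 59 UMIs, where the highest protease value was 14.2%, so RNA free in the suspension is not excluded as a source of part of the difference there. Summed over all kept cells, the log2 ratio was 2.15, beside the paper's value of 2.58 for the bulk gut at 4 weeks, where the diets had other Met concentrations. The methionine metabolism list, of which MsrA is a member, had medians of 0.967 in progenitor-like, 1.17 in enterocyte-like and 1.1 in enteroendocrine-like cells, with 3 of 10 at least 1.5-fold higher and 1 lower in enterocyte-like cells. The lower one was Cbs at 0.597 (0.493 to 0.722), named after its values were seen. Sam-S (FBgn0005278, chromosome 2L from 106903 to 114432), which makes the methyl donor S-adenosylmethionine, was 1.67-fold higher (1.56 to 1.80) in enterocyte-like cells, and Mtap, of the methionine salvage pathway, 1.53-fold higher (1.30 to 1.80).

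**Figure D5:**
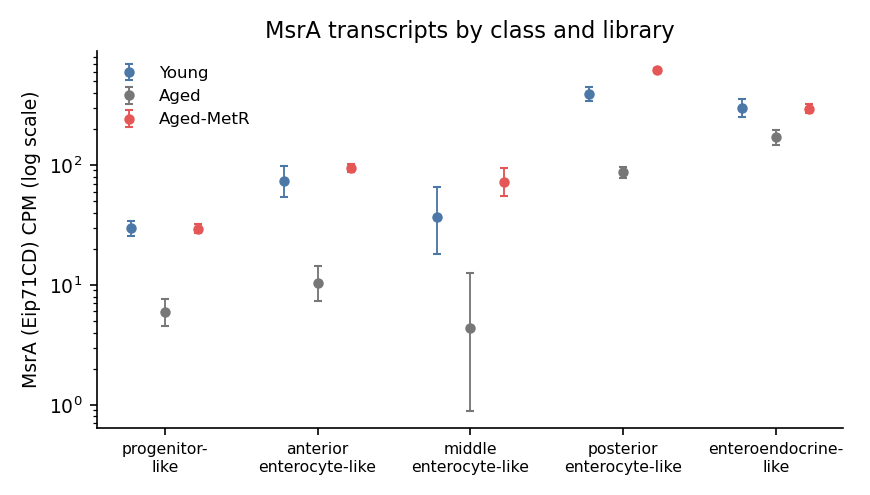
CPM of MsrA (Eip71CD, log axis) with exact 95% intervals for counting error in the Young, Aged and Aged-MetR libraries. Shown are progenitor-like cells, anterior-like, middle-like and posterior-like enterocytes, and enteroendocrine-like cells. In progenitor-like cells the values are 29.7, 5.92 and 29.3 CPM.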

Notably, *MsrA* was induced in many cell types, especially in the posterior enterocyte clusters (Fig. 7i, j). This was correlated with the MetR-driven decrease in the number of cells and GSTs expression in the posterior enterocytes (Fig. 7d, f). 

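In posterior-like enterocytes MsrA was at 621 CPM in Aged-MetR, 87.2 in Aged and 389.6 in Young, 7.12-fold higher (6.38 to 7.97) in Aged-MetR than in Aged. Posterior-like cells with a UMI of MsrA, at 1000 UMIs per cell, were 7.25% (5.70 to 9.08) in Aged and 33.1% (30.1 to 36.3) in Aged-MetR (unthinned 16.8% and 55.6%, with 13 and 107 shallower cells left out). The share in progenitor-like cells was 0.587% and 3.21%, at median depths of 4638.5 and 3221 UMIs, where posterior-like cells had 3116.5 and 3308. In the same posterior-like cells, GstE9 was 2.24-fold lower (2.06 to 2.43), GstE8 2.71-fold lower (2.29 to 3.22), GstE3 2.72-fold lower (2.53 to 2.93) and GstE7 2.44-fold lower (2.19 to 2.72) in Aged-MetR. GstE6 and GstD1 were 1.87-fold and 1.64-fold lower. The GST list had a median of 0.607 in these cells with 15 of 24 at least 1.5-fold lower, and of 0.628 in anterior-like cells with 16 of 25 lower and 1 higher. Cluster 3 held 66.6% of the Aged-MetR and 78.3% of the Aged posterior-like cells, and there MsrA was 7.49-fold higher, against 14.7-fold in cluster 12. No relation across samples can be computed from 1 library per condition.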

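Autophagy genes had a median ratio of 0.686 for Aged-MetR over Aged in enterocyte-like cells (rank 0.13%), with 6 of 15 at least 1.5-fold lower, among them the membrane protein Atg9 at 0.460 (0.375 to 0.562) and the cargo receptor ref(2)P at 0.581 (0.552 to 0.611). The medians were 0.703 in anterior-like, 0.782 in posterior-like, 1.02 in progenitor-like and 0.952 in enteroendocrine-like cells. The unfolded protein and ATF4 response had medians of 0.868 in progenitor-like, 0.877 in enterocyte-like and 0.853 in enteroendocrine-like cells, with 1 member past 1.5-fold, ERp60 in enterocyte-like cells at 0.589 (0.548 to 0.632). Early stress genes, such as the AP-1 factor Jra, had medians of 1.21, 0.756 (0.643 to 1.25) and 0.930 in the same order. In its reasoning from the single-cell data, the paper proposes from the decreases in GSTs a lower level of oxidative stress, and from pirk and PGRP-LB an attenuated inflammatory state of the aged gut. It also proposes that a benefit of MetR can be the suppression of the relative expansion of posterior enterocytes, and that the larger share of clustered cells in Aged-MetR perhaps points to a more youthful transcriptional profile.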

Taken together, single-cell RNAseq analysis of the gut suggested that MetR delayed the tissue ageing signature. Our data also provide a resource of many addressable hypotheses to understand how a nutrient impacts the health of each cell type in the tissue.

## Discussion

There is an urgent need to develop anti-ageing interventions. Studies using model organisms have contributed to understanding the biology of ageing, which will eventually lead to the development of various methods of lifespan extension^60^. DR is thus far one of the most robust and practical applications for human society. However, restricting diet throughout life is not entirely appropriate since the effect of diet depends on the conditions, such as age^5^. In this study, we demonstrated that MetR in early adulthood efficiently extends fly lifespan, whereas that in later adulthood has a milder effect (Fig. 8). This may be at least partly because aged flies cannot trigger the beneficial transcriptional shift in response to the dietary manipulation, despite internal Met levels being decreased, suggesting that ageing blunts the transcriptional response to a particular nutrient shortage. Our data also imply the existence of a “methionine memory”, in which the amount of dietary Met to which the animal is exposed in its early life stage determines the degree of lifespan benefit experienced at older ages. They also suggested that MetR can help maintain a younger state, but once the animal’s physiological condition goes beyond a threshold or critical period (middle to aged), it may not preserve the animal anymore.

**Fig. 8:**
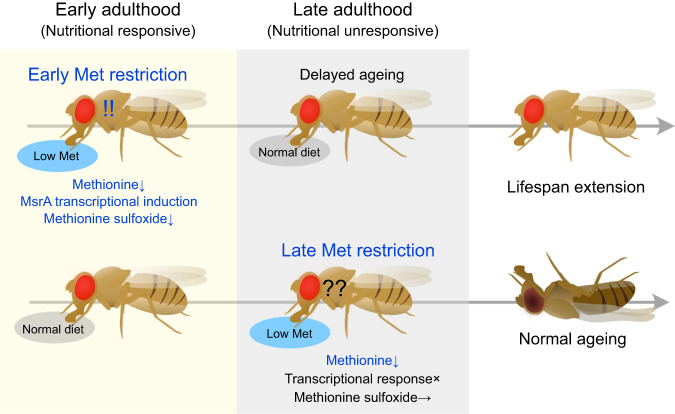
A model of lifespan extension by early Met restriction. Methionine restriction in young flies can induce *MsrA* and decrease MetSO level, leading to lifespan extension. This nutritional response wanes in older flies, despite internal methionine levels are decreased.

How MetR provokes the (prolonged) transcriptional response and lifespan extension is not entirely understood. Theoretically, decreased Met can be sensed through amino acid-sensing kinases such as general control the General Control Nonderepressible 2 (GCN2) and mechanistic target of rapamycin (mTOR). Activation of mTOR in the fat body by nutrients can stimulate the secretion of Dilps, which in turn activates insulin/IGF-1 like signalling (IIS) systemically^61^. This nutritional relay has been extensively studied in the larval stage, but the mechanism is also thought to be conserved in adults^62–64^. GCN2 activation leads to activation of a transcriptional regulon through activation transcription factor 4 (ATF4), while downregulation of the TOR/IIS pathway activates the transcription factors, REPTOR and foxo^65^. We found that foxo, ecdysone receptor (EcR), and CREB were predicted to be transcription factors involved in the MetR-induced transcriptomic response. Interestingly, both EcR and CREB transcription factors are known to be cofactors of ATF4. Thus, it is likely that these nutrient sensing machineries were all affected by MetR. In our RNAseq analysis of the young gut upon Met depletion, we noticed an upregulation of several genes related to autophagy (Supplementary Fig. 2b), which might be attributable to the foxo activation^35,66^. Given that the lifespan extension by early-life rapamycin treatment in *Drosophila* is reported to be dependent on intestinal autophagy^13^ and that MetR in autophagy-defective yeasts has been shown to fail to extend their lifespan^67^, upregulation of autophagy in the gut or other tissues could be a key mechanism for MetR-induced longevity programme. It is compelling to explore the mechanisms of the interplay among foxo, MsrA, and autophagy in the context of lifespan extension by early MetR.

In this study, we found that *MsrA* was likely to be regulated by foxo. Increased *MsrA* expression two weeks post MetR suggests prolonged foxo activation. It is possible that decreased IIS activates foxo under MetR. However, at least in worms, *MsrA* overexpression enhances the nuclear localisation of DAF-16/foxo in the gut. Therefore, a foxo-MsrA feedforward loop can also mediate the effect of MetR. Careful analysis of foxo activation, including protein modification and localisation, is necessary to further understand the mechanistic basis. Additionally, it is intriguing to understand why the foxo-MsrA axis is specifically sensitive to Met, but not other AAs.

There is a general concept that ageing decelerates metabolism. However, Met depletion in both young and aged flies resulted in decreased levels of cystathionine, a downstream metabolite produced through TSP. Nonetheless, we observed increased SAM and SAH levels in aged flies upon Met depletion. Given that SAM seems to be a major regulator of intestinal homoeostasis and organismal lifespan^21,68^, a lack of SAM decrease in aged flies would result in a blunted response to Met restriction. SAM is also a precursor for polyamines, which are reported to be mediators of DR-longevity in *Drosophila*^23^. If SAM is a major regulator of the foxo-MsrA axis, we could explain the Met specificity for the regulation of *MsrA* expression. This possibility needs to be carefully analysed in the future.

Our data suggested that *MsrA* is a functional target of MetR that drives the beneficial programme that counteracts organismal ageing. It is reported in the genetic model of MetR that, the level of MetSO is also strongly decreased, although the direct contribution of *MsrA* to this phenotype was not tested^39^. The literature has already demonstrated that MsrA contributes to reducing MetSO and alleviating oxidatively damaged proteins and free non-functional Met. Interestingly, dimethyl sulfide (DMS) is reported to extend lifespan in *C. elegans* and in *Drosophila* in an *MsrA*-dependent manner^69^. In contrast, MsrA was reported to be nonessential for the metabolic benefit of MetR in mice^70^. Whether MsrA is required for lifespan extension in other contexts in various organisms including mammals needs to be tested in the future.

Our study did not identify the tissue where 1) Met is sensed and 2) *MsrA* functions to drive a pro-longevity mechanism. Previous research using genetic MetR models in *Drosophila* has shown that lifespan extension occurs when Met levels are decreased either in the gut or in the fat body^39^. Their data suggest that MetR in at least these two tissues are sufficient for the organismal longevity. Another report indicates that overexpression of *Gnmt* in the fat body has been found to extend lifespan^23^. These results suggest that a decrease in Met/SAM levels in the gut or fat body can be a key factor in lifespan extension. This is consistent with the fact that we found *MsrA* to be prominently induced in these organs during MetR. However, we also found that *MsrA* induction occurred systemically, and that Met/SAM/MetSO are metabolites that can be transported through circulation (as they exist in haemolymph). Thus, changes in *MsrA* expression in multiple peripheral tissues, not only in a specific tissue, may be important to decrease systemic MetSO levels to an extent that extends lifespan.

It is possible that *MsrA* induction during MetR is an adaptation of cells to counteract Met shortage; perhaps MetSO can serve as a store of Met. Indeed, the absolute amount of MetSO is ten times higher than that of free Met in female flies. Interestingly, recent work has shown that egg production in female *Drosophila* decays quickly (within three days) in response to deprivation for any one of eight of the essential amino acids^71^. By contrast, exposure to food lacking either histidine or methionine results in a much slower decay in egg production (seven days) indicating that the flies have internal reserves of methionine that they can call on to buffer against environmental fluctuations. This response may have evolved specifically for these essential amino acids because they appear to be consistently limiting for flies feeding on their natural diet of yeast^18,26,72^.

Once we know the mechanism of MetR-induced *MsrA* expression, we would then be able to pinpoint which step of the nutritional response is defective in aged flies. Interestingly, it has been shown that *foxo* remains inside the nucleus even in aged fly tissues, but its target genes are different from younger fly tissues^44^. Met-dependent changes in chromatin status can be another mechanism, as SAM-dependent modification of histones and nucleic acids should be altered during early MetR^73–75^. Furthermore, it would be intriguing to explore whether the mechanism of this age-dependent transition of the nutritional response is conserved in humans.

## Methods

No ethical approval was obtained because insect models do not require ethical approval under local laws and regulations.

### Drosophila stocks and husbandry

Flies were reared on a standard diet containing 4% cornmeal, 4-6% yeast, 6% glucose, and 0.8% agar with 0.3% propionic acid and 0.15% nipagin. Canton-S, *w*^*iso31*^ (from Dr Alex Gould), and *w*^*Dah*^ (from Dr Linda Partridge) flies were used as control strains. Adult flies were maintained under conditions of 25 °C and 60-65% humidity with 12 h/12 h light/dark cycles. To allow for synchronised development with constant density, embryos were collected on agar plates (2.3% agar, 1% sucrose, and 0.35% acetic acid) with live yeast paste and directly added to the standard diet in a bottle with a fixed volume. Normally, 150–200 adult flies/bottle were obtained.

The fly lines used in this study were *da-GeneSwitch* (from Dr Monnier Veronique), *NP1-Gal4, tub-Gal80*^*ts*^^76^, *UAS-foxo-RNAi* (BDSC, 27656)*, bmm*^*WT*^^43,54^, *bmm*^1^ ^43,54^, *ovo*^*D1*^ (BDSC, 1309)*, UAS-lacZ* (Kyoto, 106500), *UAS-foxo* (Bloomington, 9575), and *MsrA*^*EY05753*^ (Bloomington, 16671). *MsrA*^*EY05753*^ were backcrossed eight generations to *w*^*Dah*^. Unless otherwise stated, female flies were used for all experiments.

### Fecundity analysis

After flies were raised on the standard yeast diet for two days after eclosion, 15 female and 15 male flies were collectively transferred to the control holidic medium or methionine-restricted medium for mating. Flies were transferred to fresh vials every three days. One week after dietary manipulation, anaesthetised flies were separated into groups of three males with three females. After 24 h, the egg number in each vial was counted.

### Climbing ability

A negative geotaxis assay was used to quantify climbing ability. For each condition, 10–30 flies were transferred to each cuboid vial (w: 2.6 cm d: 1 cm h: 16.4 cm) using a funnel. These vials were placed in front of a light box (HOZAN, 8015-011902) inside a dark tent to shed light from behind. Flies inside were dropped to the bottom of the vial by three consecutive taps. One minute after this practice tap, the actual assay was performed and recorded using a web camera (logicool, 860-000336). The height of the flies ten seconds after the tap was measured manually. Four vials were prepared for each group.

### Dietary manipulations

The exome-matched version of a chemically defined diet, or holidic medium, was used for dietary manipulations^26,77^. Methionine restriction (MetR) is achieved by decreasing the Met concentration. To minimise the batch effect, the medium was prepared without Met and then split into two bottles, followed by the addition of Met stock solution (or just Milli-Q water for the Met(-) diet) to each bottle to make the control and MetR diets. We originally used 1 mM vs. 0.15 mM Met for MetR; however, in the middle of the study, we empirically noticed that 1 mM Met was not adequate for stably producing well-fed physiological conditions. We increased the Met concentration to 1.6 mM, which was 40% of the original concentration of the holidic medium. We confirmed that all results were reproduced well by both MetR conditions. For lifespan analysis in Fig. 2j, we used original (100%) AA concentration which contains 4 mM of Met. All the ingredients used and the procedure to make the holidic medium are described in the Supplementary Data 4. The food calorie is calculated based on the content of sucrose (3.87 kcal/g), amino acids (4 kcal/g), and agar (0.031 kcal/g).

### Lifespan measurement

Adult flies that eclosed within one day were collected and maintained for an additional two days for maturation and mating on the standard diet. Flies were then sorted by sex and maintained at a fixed density (15 flies/small vial or 30 flies/large vial). For lifespan analysis, the number of dead flies was counted every three to four days when flies were transferred to fresh vials. For each lifespan curve, at least six vials were used in parallel to minimise inter-vial variation. PPG (Sigma, P7888-1G) was added to the diet to inhibit the transsulfuration pathway.

### Starvation/H_2_O_2_ resistance analysis

Female flies were transferred to a 1% agar diet (for starvation) or a 3% H_2_O_2_, 5% sucrose, 1% agar diet (for H_2_O_2_ resistance), and the number of dead flies was counted 2-3 times per day until all flies were dead.

### RNA sequencing analysis and quantitative RT‒PCR

For RNAseq analysis the guts of young or old flies upon 24 h Met restriction, total RNA was purified from eight guts. Tissues were homogenised in Qiazol (Qiagen, 79306) using a pellet pestle (bms, BC-PES50S). RNA purification was performed using an RNeasy micro kit (Qiagen, 74004). Triplicate samples were prepared for each experimental group. The RNA samples were sent to Macrogen, where RNA sequencing was performed using an Illumina NovaSeq 6000. The paired-end sequence data were analysed as follows: a quality check of the raw reads was performed by FastQC (v0.11.9). The raw reads were filtered to remove the adaptors and low-quality bases using Trimmomatic (v0.39). Filtered reads were aligned to the *Drosophila* genome (BDGP6.22) using Hisat2 (v2.1.0). The TPM values were calculated using subread (v1.6.5). Differentially expressed genes were identified using DESeq2 (v1.26.0). RNA-sequencing data have been deposited at DDBJ with accession number DRA013585.

For 3’ RNAseq analysis of guts after 6 h, 2 weeks, or 4 weeks of Met restriction, 10 guts of female *w*^*Dah*^ flies were dissected. For RNAseq analysis of abdomens upon 4 weeks of Met restriction, 10 abdomens of female *w*^*Dah*^ flies were dissected. Triplicate samples were prepared for each experimental group. Met restriction was started on Day 5 after 3 days of feeding with the control holidic medium. Total RNA was purified using the Promega ReliaPrep RNA Tissue Miniprep kit (z6112). RNA was sent to Kazusa Genome Technologies to perform 3’ RNA-seq analysis. The cDNA library was prepared using the QuantSeq 3’ mRNA-Seq Library Prep Kit for Illumina (FWD) (LEXOGEN, 015.384). Sequencing was performed on an Illumina NextSeq 500 using the NextSeq 500/550 High Output Kit v2.5 (75 cycles) (Illumina, 20024906). Raw reads were analysed by the BlueBee Platform (LEXOGEN), which performed trimming, alignment to the *Drosophila* genome (BDGP6), and counting of the reads. The count data were statistically analysed by the Wald test using DESeq2. The results have been deposited in DDBJ under accession number DRA013644. For the prediction of *cis*-regulatory elements, i-*cis*Target was used^42^.

For quantitative RT‒PCR analysis, total RNA was purified from 4 tissues of female *w*^*Dah*^ flies using the Promega ReliaPrep RNA Tissue Miniprep kit (z6112). cDNA was made from 100–400 ng of DNase-treated total RNA using a Takara PrimeScript RT Reagent Kit with gDNA Eraser (Takara bio RR047B). Quantitative PCR was performed using TB Green™ Premix Ex Taq™ (Tli RNaseH Plus) (Takara bio RR820W) and a QuantStudio 6 Flex Real Time PCR system (Thermo Fisher) using *RNA pol2* as an internal control. Primer sequences were: *MsrA*-Forward, gccggttcacgatgtgaatg, *MsrA*-Reverse, gtagcccacggtggttctc, *MsrA*^*EY05753*^ mutation check-Forward, agctcaaggatctgagcacc, *MsrA*^*EY05753*^ mutation check-Reverse, ccgtggctttggtgacattc, *RNA pol2*-Forward, ccttcaggagtacggctatcatct, and *RNA pol2*-Reverse, ccaggaagacctgagcattaatct.

### Measurement of metabolites

Metabolites were quantified by ultra-performance liquid chromatography–tandem mass spectrometry (LCMS-8060, Shimadzu) based on the Primary Metabolites package ver.2 (Shimadzu)^56,57^. Four whole bodies of female flies were homogenised in 160 μL of 80% methanol containing 10 μM internal standards (methionine sulfone and 2-morpholinoethanesulfonic acid). After centrifugation at 4 °C and 20,000 × *g* for 5 min, 150 μL of the supernatant was deproteinized by mixing it with 75 μL of acetonitrile. The supernatant was placed into a pre-washed 10 kDa centrifugal device (Pall, OD010C35), and the flow-through after centrifugation at 4 °C and 14,000 × *g* for 5 min was evaporated completely using a centrifugal concentrator (TOMY, CC-105). Haemolymph was extracted according to the following protocol: A glass capillary was used to prick the side of the female abdomen, after which 10 flies were collected in a 0.5 mL tube that had been pierced at the bottom by a syringe. The resulting sample was then placed on top of a 1.5 mL tube and centrifuged at 4 °C and 8000 × *g* for 5 min. Next, the collected haemolymph sample in the 1.5 mL tube was mixed and vortexed with 50% methanol containing 10 μM internal standards. Chloroform (250 μL) was added to the sample and vortexed. After centrifugation at 4 °C and 2300 × *g* for 5 min, 200 μL of the supernatant was deproteinized by mixing it with 100 μL of acetonitrile. The supernatant was placed into a pre-washed 10 kDa centrifugal device (Pall, OD010C35), and the flow-through after centrifugation at 4 °C and 14,000 × *g* for 5 min was evaporated completely using a centrifugal concentrator (TOMY, CC-105). The dried and concentrated samples were resolubilised in ultrapure water and subjected to LC-MS/MS with a PFPP column (Discovery HS F5 (2.1 mm × 150 mm, 3 μm), Sigma‒Aldrich) in a column oven at 40 °C. A gradient from solvent A (0.1% formic acid, water) to solvent B (0.1% formic acid, acetonitrile) was performed for 20 minutes. MRM method parameters were optimised by the injection and analysis of pure standards through peak integration and parameter optimisation with the use of software (Labsolutions, Shimadzu). The concentrations of metabolites were normalised by methionine sulfone and the body weight of flies or protein amount in the haemolymph. For body weight measurement, flies were anaesthetised by CO_2_ and placed on a microbalance (METTLER TOLEDO, XPR2). The mass spectrometry raw data generated in this study have been deposited in the DDBJ MetaboBank under accession codes MTBKS226, MTBKS227, MTBKS228, MTBKS229, MTBKS230, MTBKS231 [https://ddbj.nig.ac.jp/public/metabobank/study/]. The mass spectrometry data generated in this study are provided in the Supplementary Data 5.

### Lipid staining

Oil red O staining was performed as described below. Oil red O (0.5%, Fujifilm Wako, 154-02072) in 100% isopropanol was made as a stock solution and mixed by vortexing. Guts were dissected and fixed with 4% paraformaldehyde (Nacalai Tesque, 09154-85) for 20 min. The guts were washed with 1× PBS twice. The oil red O stock solution was freshly mixed with Milli-Q water at a ratio of 3:2 by vortexing and filtrated using a 0.45 µm filter. The gut samples were incubated with 500 μL of fresh oil red O solution and incubated for 30 min. After washing with Milli-Q water twice, the guts were mounted in 80% glycerol. Images were obtained by a Leica MZ10F and a Zeiss Axio Virt.A1.

LipidTOX staining was performed as described below. Guts were dissected and fixed with 4% paraformaldehyde (Nacalai Tesque, 09154-85) for 20 min. The guts were washed with PBST (0.1% Triton X-100) three times and incubated with LipidTOX Deep Red neutral lipid stain (Invitrogen, H34477, 1:250) for two hours. After washing with PBST (0.1% Triton X-100), the guts were mounted in 80% glycerol. Images were obtained by a Zeiss Axio Virt.A1.

### Single-cell transcriptome analysis

Guts of anaesthetised adult female flies were dissected in 1 × PBS. The proventriculus and hindgut were carefully removed. The dissected midguts were placed in ice-cold Schneider’s medium (without FBS or penicillin/streptomycin). Collected midguts (100 midguts/sample) were washed briefly with PBS and transferred to a 1.5 mL Eppendorf tube containing 5 mg/mL elastase/PBS solution (SIGMA, E0258). The midgut solution was incubated on a shaker at 27 °C and 1000 rpm for 25 min with pipetting (40 times) every five minutes. Pipette tips were precoated with elastase solution to prevent the midgut from sticking to them. The dissociation reaction was stopped by adding 400 μL of Schneider’s medium. The cell suspension was passed through a 100 μm cell strainer. The flowthrough was centrifuged at 600 × *g* for 20 min, and the supernatant was discarded. The cell pellet was resuspended in 100 μL of Schneider’s medium. Cell number and viability were assessed by trypan blue staining using a haemocytometer. The samples were then sent to Genble, Inc. Library preparation, sequencing, and data processing were performed as follows.

A single-cell suspension was obtained by filtering the cell suspension with a 40 μm cell strainer. Isolated single cells were loaded onto the 10x Chromium Controller (10x Genomics). Single-cell cDNA synthesis, amplification and sequencing library creation were performed by using the Single Cell 3’ Library kit v3.1 following the manufacturer’s protocol. The libraries were sequenced on a NovaSeq 6000 (Illumina) platform with the following sequencing parameters: 28 bp read 1, 8 bp index 1, 91 bp read 2. Sequenced reads were subjected to demultiplexing, alignment, barcode counting, UMI counting, and filtering using Cell Ranger v.5.0.1. The *Drosophila melanogaster* genome (BDGP6.28) was used as a reference to align reads. Subsequent analysis was performed in R (version 3.6.0) using the package Seurat (version 3.1.0). Genes expressed in fewer than three cells were removed. The cells that expressed less than 200 genes or that expressed more than 3,000 genes were removed. We also removed the cells that had more than 25% of mitochondrial-associated genes among their expressed genes and more than 15,000 UMI counts. The UMI counts were log normalised (scale factor = 10,000). We regressed out the S scores, G2/M scores, and the percentage of mitochondrial-associated genes during data scaling. Dimensionality reduction was performed using principal component analysis (PCA). The first 50 principal components were used to cluster the cells based on the shared nearest neighbours (SNN) algorithm and visualised in two dimensions by uniform manifold approximation and projection (UMAP). Differential gene expression analysis was performed using MAST^78^ in the Seurat package with min.pct at 0.2. The dataset has been deposited in the Gene Expression Omnibus database under accession code GSE198149.

### Heatmap, PCA, and dot plot analyses for transcriptome datasets

For the heatmap analysis and the PCA, DEGs expressed in more than two clusters in cells classified as ISC or EB were assessed in the progenitor cell cluster. DEGs expressed in more than six clusters in cells classified as aEC, mEC, copper cell/iron cell, pEC, or LFC were assessed in the enterocyte cluster. DEGs expressed in more than four clusters in cells classified as EE were assessed in the enteroendocrine cell cluster. PCA was performed using the mixOmics package (3.14)^58^. A dot plot was generated using the ggplot2 package (3.3.5).

### Statistical analysis

Statistical analysis was performed using GraphPad Prism 8/9. The sample numbers were determined empirically. All data points were biological, not technical, replicates. A two-tailed Student’s *t* test was used to test between samples. One-way ANOVA with Holm-Šídák’s multiple comparison test was used to test among groups. One-way ANOVA with Dunnett’s multiple comparison test was used to test samples against controls. All experimental results were tested at least twice to confirm their reproducibility. Bar graphs are drawn as the mean and SEM. OASIS 2 was used to perform log-rank test for lifespan analysis^79^. Cox PH analysis was performed using R^80^. The Cox Proportional-Hazards Model (‘coxph’) function of the “Survival” package^81^ was used to fit the model and the ‘Anova’ function of the “car” package^82^ to assess lifespan differences between diets and timings of dietary treatment or between diets and genotype, as well as diet by timing interactions or diet by genotype interactions. The code is in a Supplementary Data 6.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files Document

Supplementary_Data1

Supplementary_Data2

Supplementary Data 3

Supplementary_Data4

Supplementary_Data5

Supplementary_Data6

Reporting Summary

### Source data

Source Data

## Data Availability

All relevant data are available from the authors upon request. The NGS data generated in this study have been deposited in the DDBJ and GEO under accession codes DRA013585, DRA013644, and GSE198149. The genome datasets used in this study was BDGP6.22 for RNAseq analysis the guts of young or old flies upon 24 hr Met restriction, BDGP6 for 3’ RNAseq analysis of guts after 6 hours, 2 weeks, or 4 weeks of Met restriction, BDGP6.28 for single-cell transcriptome analysis. The metabolite analysis data generated in this study have been deposited in the DDBJ MetaboBank under accession codes MTBKS226, MTBKS227, MTBKS228, MTBKS229, MTBKS230, MTBKS231 [https://ddbj.nig.ac.jp/public/metabobank/study/]. Source data are provided with this paper.

## Code availability

No custom codes were used during this study.

# Supplementary material for: Early-adult methionine restriction reduces methionine sulfoxide and extends lifespan in Drosophila
**Source:** Nat Commun. 2023 Dec 5;14:7832. doi: 10.1038/s41467-023-43550-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files Document

Description of Additional Supplementary Files

Supplementary Data 1: DEG list obtained by RNAseq analysis of young or aged gut after complete Met depletion

Supplementary Data 2: DEG list obtained by time-series 3'RNAseq analysis of gut after MetR

Supplementary Data 3: DEG list of each cell cluster obtained by single cell RNAseq analysis

Supplementary Data 4: Ingredients and procedures to make holidic medium

Supplementary Data 5: All mass spectrometry data

Supplementary Data 6: R code for Cox PH analysis

How the deposited data were processed for this re-analysis (not part of the article)

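Single-cell RNA-seq libraries of the fly midgut were used, 1 each for the conditions Young, Aged and Aged-MetR, with cells of 100 midguts of females per library. The authors deposited, for each library, a matrix of UMI counts per gene and barcode together with the gene names and the barcodes. These deposited counts were made by the authors with Cell Ranger 5.0.1 (bcl2fastq 2.20 in the processing notes) on the BDGP6.28 genome. They are whole numbers with no normalization, and the cell filters that the paper describes are not applied in them. The names of genes and barcodes carry no measurement. With 1 library per condition, libraries were compared by values and counting intervals, and no test between conditions, no p-value and no number of changed genes is given.

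The limits of the paper were applied as stated, with at least 200 and at most 3000 genes, at most 25% mitochondrial UMIs and at most 15000 UMIs per barcode. Genes seen in at least 3 kept cells (10983) were used for clustering. In Seurat 5.3.0 (R 4.3.3), counts were log-normalised with a scale factor of 10000, and 2000 variable genes were taken per library. The libraries were integrated by anchors with reciprocal PCA, since the text read here does not name the batch correction. S score, G2/M score and mitochondrial share were regressed out, 50 principal components were taken, and clusters were called on the shared nearest neighbour graph at a resolution of 0.8. All kept cells, including those with few UMIs, entered the clusters.

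Clusters were named from 105 marker genes of fly midgut and neighbouring tissues that were written down before the data were examined. Among them, dmGlut was listed with posterior enterocytes because Fig. 7h of the paper shows it there, so it is not independent of these libraries. Cluster 12 reached the needed 3 posterior markers only with it. The rule for using the markers was chosen after seeing the data. A marker counted when it had at least 5 UMIs, at least 20 CPM and a CPM at least 1.5 times the mean over clusters of at least 20 cells. A cluster took the name of the class with the most such markers, if there were at least 3 and no other class had more markers among the 10 leading genes. A cluster with much lower depth than its libraries and no marker among its leading genes was left unnamed. Leading genes had at least 20 UMIs and were ranked by their ratio to the other clusters after adding 10 CPM. Regions of enterocyte-like clusters were named in the same way from anterior, middle and posterior markers, set against the mean of the enterocyte-like clusters. No cluster was named from the markers of muscle, fat body, Malpighian tubule, cardia, trachea, hindgut or germline. Depth of the summed classes ran from 185058 UMIs (enterocyte-like of no named region, Young) to 18395047 (progenitor-like, Aged-MetR), and the counting intervals give the precision this allows.

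UMIs were summed per class and library, and ratios were taken between the CPM of Aged-MetR and Aged and between those of Aged and Young. Intervals have a level of 95%. A count of 0 was set to a floor of 3 UMIs over the class. The median ratio of a list used members with at least 50 UMIs over both libraries, and was ranked among 10000 random lists of the same size matched on mean expression. The interval of a list's median comes from the order of its members. The lists, 24 besides the markers, were glutathione S-transferases, other antioxidant genes, Imd pathway and antimicrobial peptides, starvation and foxo-TOR response, methionine metabolism, digestive serine proteases, carbohydrate digestion, lysozymes, metallothioneins, cytosolic ribosomal proteins, heat shock proteins, early stress genes, unfolded protein and ATF4 response, autophagy, JAK-STAT and EGFR signalling, Notch targets, lipid metabolism, cell cycle S, cell cycle G2/M, V-ATPase subunits, enteroendocrine peptides, mitochondrially encoded transcripts, and the genes the paper names from its single-cell and from its bulk data. The share of cells with a UMI of a gene was taken after thinning each cell to 1000 UMIs, with shallower cells left out.

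The recovered share of the ageing shift is the projection of the log2 shift from Aged to Aged-MetR on the shift from Aged to Young, over genes with a mean of at least 100 CPM and with 1 CPM added. The Aged cells were split at random 20 times, with one part used for each shift, so that the shifts do not share counting error. It was set beside 100 simulated libraries in which Aged-MetR was drawn from the Aged profile. These hold counting error only, and the Aged library itself still enters both shifts, so differences between libraries are not covered. Single clusters entered this measure with at least 50 cells in each library. The direction of the paper's bulk gut genes (Supplementary Data 2) was looked up in the summed counts.

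Genes named in the text follow a rule written before the data were examined. It takes the genes the paper names in its single-cell section, in Fig. 7 and among the genes of Fig. 4, in each class. It adds, for each comparison and class, the 8 genes with the largest ratio in each direction among those with at least 200 UMIs, leaving out mitochondrially encoded genes and rRNA. It further adds up to 4 members of each list with the largest ratio past 1.5-fold in the list's prevailing direction. Values of Fig. 4, Fig. 7 and Supplementary Data 2 and 3 had been seen when the rule was written. Leading genes are named besides, only to describe a cluster.

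Doublet scores came from Scrublet in scanpy 1.11.5, run per library. Its threshold marked 1 Young cell and none of the others, so doublets were left in, and an alternative leaves out the 8% of cells with the highest scores. TMM factors came from edgeR 4.0.16. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9. The procedure was tested on simulated data with known ratios between Aged-MetR and Aged. Genes simulated at 0.25, 0.5, 2 and 4 came back in the right direction in 100% of 45, 37, 61 and 57 cases, with median ratios of 0.245, 0.489, 1.94 and 3.90, and intervals covered the simulated value for 94.8% of 5628 genes. A list lowered to 0.5 came back at 0.510, and recovered shares simulated as 0, 0.4 and 0.8 came back as -0.000318, 0.410 and 0.808.

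The alternatives tried were other cell filters (each limit alone, no limit but 200 genes, at least 500 UMIs), other clusterings (resolutions of 0.4 and 1.2, CCA, no integration, no regression) and other scalings (TMM, CPM without secreted and mitochondrial genes, a mean over cells, clusters weighted equally). For lists the minimum was set to 20 and 200 UMIs, and for the ageing shift the mean CPM to 50 and 500 and the added value to 10 CPM. The clusterings gave 26 clusters with the stated limits, 21 and 29 at the other resolutions, 24 without integration, 23 with CCA, 24 without regression, 25 with at least 500 UMIs and 26 without the limits. Supplementary Data 3 and the source data of the figures were not used here, since the copies read here hold only a part of each. The bulk RNA-seq and metabolome data were not analysed here.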

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

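Of the tests in this part, those of lost cytoplasmic RNA, of free RNA, of a cell type without a name and of 1 cell class in Aged-MetR were chosen only after the result had been seen.

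Heat shock proteins had a median ratio of Aged-MetR over Aged of 1.34 (0.957 to 1.98) in progenitor-like cells and of 0.612 (0.412 to 0.946) in enterocyte-like cells. The small chaperone gene Hsp23 had ratios of 2.16 (1.94 to 2.41) and 0.309 (0.25 to 0.38), and Hsp26 was 2.43-fold lower (2.14 to 2.76) in enterocyte-like cells. At least 1.5-fold higher were 3 of 11 in progenitor-like and lower 7 of 10 in enterocyte-like cells, but inside the anterior-like and the posterior-like cells the medians were 0.998 and 0.922. Genes of this list also lead the progenitor-like cluster 11. JAK-STAT and EGFR signalling, which links damaged enterocytes to dividing stem cells, had medians of 1.13 (0.835 to 1.37) in progenitor-like and 0.752 (0.621 to 1.19) in enterocyte-like cells. In the latter 4 of 16 were at least 1.5-fold lower and 1 of 16 higher, sty at 1.60 (1.38 to 1.86), named after its values were seen. The lower ones were the cytokine gene upd3 at 0.437 (0.326 to 0.583), its receptor gene dome at 0.488 (0.418 to 0.568), the feedback gene Socs36E at 0.419 (0.395 to 0.445) and the EGFR ligand gene Krn at 0.621 (0.500 to 0.771). The medians were 0.790 in anterior-like and 0.720 in posterior-like cells. In progenitor-like cells the EGFR feedback genes aos and sty had ratios of 1.60 (1.36 to 1.88) and 1.56 (1.49 to 1.64). Both lists are given here because their medians lie on opposite sides of 1 in progenitor-like and enterocyte-like cells, though only the enterocyte-like interval of heat shock proteins leaves out 1. The difference between the classes was not tested, since each condition has 1 library.

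Other values are given here because they are signals in genes the paper does not discuss. In progenitor-like cells, metallothioneins had a median ratio of 2.48 between Aged-MetR and Aged, where MtnA in Aged-MetR was at 8.05% of the enterocyte-like CPM, near the median of 7.03% for digestive proteases, and MtnB, 8.61-fold higher, was at 20.4%, above the highest protease value of 11.5%. Genes of DNA replication had a median of 0.519 there, with 13 of 19 at least 1.5-fold lower and 1 higher, among them CycE at 0.276 (0.165 to 0.451) and Mcm5 at 0.381 (0.254 to 0.567). The cycling cluster 10 held 3.03% (2.65 to 3.44) of the Young, 11.1% (9.72 to 12.6) of the Aged and 6.08% (5.41 to 6.80) of the Aged-MetR progenitor-like cells, and outside the clusters made almost only of Young cells 16.1% (14.2 to 18.1), 11.2% (9.80 to 12.7) and 6.11% (5.44 to 6.83). S and G2/M scores were regressed out before clustering, so these values are not shares of cycling cells. Inside cluster 10 the replication genes had a median of 0.846 over 12 genes, and in the other progenitor-like cells 0.607 over 18 genes. The little-studied genes CG8997 and CG7953 had median ratios over clusters of 4.64 and 4.53 for Aged over Aged-MetR, with 2.66% and 2.18% of the enterocyte-like CPM in progenitor-like cells of Aged, so no difference outside enterocytes is shown. The protease gene Jon25Bii was 37.7-fold higher in enterocyte-like cells of Aged-MetR, at 1968 against 52.1 CPM, where reads of it and of its neighbour Jon25Bi cannot be assigned with certainty.

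Without the mitochondrial limit, 1 unnamed cluster held 3158 barcodes of the Aged library (20.2%), beside 23 Young (0.222%) and 226 Aged-MetR barcodes (1.11%), and it is given here as a signal in barcodes the paper leaves out. Its Aged barcodes had a median of 1081 UMIs and a median mitochondrial share of 37.8%. Progenitor genes were near or above the level of the whole Aged library in it, at 249.9 against 206.5 CPM for esg, 1075 against 824 for hdc and 335 against 225 for N, and the trypsin gene alphaTry was at 1443 against 1846 CPM. The muscle gene Mhc was at 10.6 against 2.37 CPM in Aged, 134 against 3.59 in Aged-MetR and 0 against 4.32 in Young, and Mlc2 at 26.6 against 8.47, 309 against 13.2 and 64.8 against 11.4.

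Barcodes over the mitochondrial limit make up most of those removed from the Aged and Aged-MetR libraries. For Aged, the tables argue against 1 named class with a high mitochondrial share, since even the named class that passed most often, enterocyte-like, had 52.4% of its barcodes within the limits, but 49.4% of the removed barcodes lay in clusters without a name, so a cell type without a name stays open for these. For Aged-MetR, 1 named class stays open, since 73.4% of the removed barcodes in the 3 classes were progenitor-like, of which 42.4% passed against 69.6% of the enterocyte-like and 63.1% of the enteroendocrine-like ones. Removed Aged barcodes held 0.267 times the non-mitochondrial UMIs of the kept ones (ratio of medians) and 0.835 times their mitochondrial UMIs, and in Aged-MetR the ratios were 0.323 and 0.98, but the limit itself sets the first ratio of each pair below the second, so loss of cytoplasmic RNA from damaged cells stays open. The age of the tissue and the handling of each library, which go together with 1 library per condition, stay open and untested.

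Transcripts of digestive proteases, made by enterocytes, were also found in progenitor-like cells and were higher there in Aged-MetR. Among the clusters named progenitor-like, the tables argue against 1 cluster of cells on the way to enterocytes. There the cycling cluster held the highest median CPM, and the next cluster 0.816 times that (116 against 142 CPM). Their cells held 1.08 and 1.03 times the median UMIs of their libraries. The CPM of deeper clusters, such as cluster 2 at 1.66 times, were not adjusted for depth. Such cells spread over several clusters, or in a cluster named otherwise, stay open, untested. RNA free in the suspension is a candidate explanation: the log2 ratios to Aged in progenitor-like and enteroendocrine-like cells differed by a median of 0.355 (from -0.62 to 1.49 over 23 genes). Per cell, enteroendocrine-like cells held 0.962 times the UMIs of progenitor-like ones (0.819 to 1.38), and a difference in the progenitors themselves between the diets stays open, untested. The CPM of enteroendocrine-like cells was 2.26 times that of progenitor-like ones, beyond the bound of 2, so the test as set was not met. The value per cell was used instead, because free RNA adds a number of UMIs to each droplet and the classes differ in depth. Since that replacement was made after the CPM value was seen, the value per cell does not decide for free RNA.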

How the results depend on the processing

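No paired analysis was possible because each condition has 1 library and no numbers link the libraries, so no test was made and the alternatives are compared by value. Alternatives chosen only after seeing the data were the cells with the highest Scrublet scores left out, enterocyte-like cells of unnamed region counted as posterior-like, clusters weighted equally for the ageing shift, cells of at most 10% mitochondrial UMIs, and the progenitor-like cells without the cycling cluster. The set of cells that Scrublet's own threshold calls doublets was not left out, as it held 1 cell.

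The share of barcodes kept depends on the mitochondrial limit. It was 99.5% of Young with all limits, and 99.6% with the gene limits alone, 99.9% with the mitochondrial limit alone, 100% with the UMI limit alone and 99.6% when a barcode had to be over both the mitochondrial and the UMI limit to be removed. For Aged, in the same order, 31.7% became 99.8%, 32.9%, 98.8% and 99.7%. For Aged-MetR, 48.7% became 99.9%, 99.3% and 99.9% with the gene limits, the UMI limit and the last rule, and the mitochondrial limit alone left it within its counting interval. These values follow from the number of barcodes over each limit.

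Without the limits but 200 genes, the ratio of shares of Aged-MetR over Aged was 2.04 for progenitor-like, 0.952 for enterocyte-like, 0.910 for enteroendocrine-like (1.06 with them) and 1.58 for anterior-like cells. That of Aged over Young was 0.373 for progenitor-like, 1.47 for enterocyte-like, 1.33 for anterior-like and 1.83 for posterior-like cells. In that clustering 3.19% of the Young, 35.8% of the Aged and 10.3% of the Aged-MetR barcodes lay in clusters without a name, which lowers the Aged shares. With at least 500 UMIs per cell, the ratio of anterior-like cells was 1.49 for Aged-MetR over Aged. For Aged over Young it was 0.498 for progenitor-like, 2.80 for enterocyte-like, 2.11 for enteroendocrine-like, 3.17 for anterior-like and 3.2 for posterior-like cells. This limit removes more Young cells, which are shallower. The anterior-like ratio of 1.32 to Aged was 1.44 at a resolution of 0.4, 1.55 without integration and 1.46 with CCA, and its ratio of Aged over Young 2.51, 2.79 and 2.73. Posterior-like cells of Aged-MetR were 0.513 times Aged, 0.587 with CCA and 0.418 with the unnamed regions counted in, but 5.22 without integration, where the direction is reversed. Aged over Young was 3.17 with the unnamed regions and 0.319 without integration, also reversed. There most Aged enterocytes fell in clusters without a named region, and the cause was not tested further. Of the 82 alternatives for ratios of shares, 57 stayed within the counting interval.

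Alternatives for gene ratios were run for the 12 genes the paper names from these libraries, for Aged-MetR over Aged. Other named genes were not put through them. Among the ratios whose interval left out 1, only that of scyl in enterocyte-like cells reversed. It went from 0.935 to 1.02 with TMM, 1.19 as a mean over cells and 1.34 with clusters weighted equally, and the cause was not tested. Of 288 alternatives for gene ratios, 255 stayed within the counting interval and 30 moved with the same direction. The MsrA ratio ran from 5.16 to 12.3 in enterocyte-like and from 4.37 to 6.10 in progenitor-like cells, and that of pirk from 0.319 to 0.407 in progenitor-like cells.

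List medians stayed within their interval in 258 of 270 alternatives. With TMM, the ratios to Aged in enterocyte-like cells were 1.26 for ribosomal proteins (1.18 without secreted and mitochondrial genes), 0.956 for the unfolded protein and ATF4 response and 1.13 for V-ATPase subunits, and in enteroendocrine-like cells 1.05 for ribosomal proteins. The G2/M list in progenitor-like cells was 0.921 without the cycling cluster. For Aged over Young, the Imd list was 0.828 with TMM and 0.722 without secreted and mitochondrial genes in progenitor-like cells, and 0.841 and 0.823 in enteroendocrine-like cells. The GST list was 1.52 with TMM in enterocyte-like cells and 0.790 with a minimum of 200 UMIs in enteroendocrine-like cells. For TMM the cause is the shift of all genes. The GST median to Aged ran from 0.585 to 0.657 in enterocyte-like cells.

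The recovered share of the ageing shift was above 0 under all alternatives, but its size was not stable, and the cause was not tested. Thinned to 1000 UMIs it was 0.128 in progenitor-like, 0.182 in enterocyte-like, 0.0791 in enteroendocrine-like, 0.199 in anterior-like and 0.258 in posterior-like cells. With at most 10% mitochondrial UMIs, it was 0.196, 0.202 and 0.213 in enterocyte-like, anterior-like and posterior-like cells. At a mean of at least 500 CPM it was 0.0681 in progenitor-like, 0.478 in enterocyte-like, 0.466 in anterior-like and 0.502 in posterior-like cells. At 50 CPM it was 0.277 in enterocyte-like, 0.140 in enteroendocrine-like, 0.275 in anterior-like and 0.290 in posterior-like cells. Without the digestive, lysozyme, mitochondrial and ribosomal protein genes it was 0.142 in progenitor-like, 0.307 in enterocyte-like and 0.123 in enteroendocrine-like cells. In progenitor-like cells it was 0.153 with 10 CPM added and 0.162 with clusters weighted equally. The other 12 of 33 alternatives stayed within the range of the random splits.

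The share of bulk genes with the bulk direction stayed within its counting interval in 8 of 8 alternatives, from 48.6% to 52.1% in enteroendocrine-like cells (50.5%). Depth limits the shares of cells with a UMI, which moved in 30 of 30 cases between thinned and unthinned cells, and it limits the Young enteroendocrine-like cells, of which 68 had 1000 UMIs.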

Differences from the paper's values

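The numbers of sequenced and clustered cells, their percentages and the number of clusters that the paper states were each within 1.5-fold of the values found here, as were the class shares of its figures. The difference below is between a statement of the paper and the values found here.

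From a heatmap of genes that differ in each cell type, the paper describes a trend of recovery towards the Young profile, especially in progenitors and enterocytes. The measure used here is another one, a projection over all genes with a mean of at least 100 CPM, so it bears on that statement only in part. In the deposited counts the recovered share was highest in enterocyte-like cells at 0.360, while progenitor-like cells at 0.181 were not above enteroendocrine-like cells at 0.184. With cells thinned to 1000 UMIs, an alternative set before the data were examined, the shares were 0.182 in enterocyte-like, 0.128 in progenitor-like and 0.0791 in enteroendocrine-like cells. Without the digestive, lysozyme, mitochondrial and ribosomal protein genes they were 0.307, 0.142 and 0.123. Progenitor-like cells were also above enteroendocrine-like cells at a mean of at least 50 CPM (0.176 and 0.140) and with 10 CPM added (0.153 and 0.147), but not at 500 CPM (0.0681 and 0.160) or with clusters weighted equally, an alternative chosen after seeing the data (0.162 and 0.186).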

Other observations

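The test of the ageing shift with clusters weighted equally, the one with cells of at most 10% mitochondrial UMIs, and the values without the cycling cluster were chosen only after the data had been seen.

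Genes of mitosis (cell cycle G2/M) had a median ratio of 0.771 (0.685 to 0.836) for Aged-MetR over Aged in progenitor-like cells, with 9 of 32 at least 1.5-fold lower, among them the mitotic kinases aurA at 0.467 (0.262 to 0.826) and polo at 0.569 (0.461 to 0.701). Without cluster 10 the median was 0.921, with 1 of 29 lower, and inside it 0.956 over 23 genes. Enterocyte-like cells had medians of 0.649 for the replication and 0.896 for the mitosis genes, over 14 and 10 genes, and enteroendocrine-like cells had 1 and 3 genes measured. Notch targets, which mark the fate of the daughters of stem cells, had medians of 1.13 in progenitor-like, 0.999 in enterocyte-like and 0.989 in enteroendocrine-like cells. One member, E(spl)mgamma-HLH, was 5.17-fold higher (4.09 to 6.63) in progenitor-like and 2.43-fold lower (1.67 to 3.58) in enteroendocrine-like cells of Aged-MetR.

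Lipid metabolism had medians of 1.04, 0.878 and 0.962 in progenitor-like, enterocyte-like and enteroendocrine-like cells. In enterocyte-like cells 5 of 16 were at least 1.5-fold lower in Aged-MetR, among them the lipase gene Lip3 at 145-fold lower (56.4 to 536), from 4 and 427 UMIs, the sterol transporter genes Npc1b and Npc1a at 10.3-fold lower (9.41 to 11.3) and 1.88-fold lower (1.61 to 2.19) and the lipase gene mag at 1.60-fold lower (1.48 to 1.74), and 2 of 16 were higher, the lipid droplet gene Lsd-1 at 2.88 (2.26 to 3.72) and mdy, for making triglycerides, at 2.55 (2.01 to 3.26), both named after their values were seen. The Aged library holds more enterocyte-like cells of no named region, which enter these ratios. Cytosolic ribosomal proteins had medians of 0.962, 1.15 and 1.02, with 0 of 81 past 1.5-fold in enterocyte-like cells. V-ATPase subunits, the pump that acidifies lysosomes and the middle midgut, had 1.11, 1.04 and 1.06. Peptide hormone genes had medians of 0.853 in progenitor-like and 0.770 in enterocyte-like cells.

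Of the 252 genes in the paper's bulk gut list at 4 weeks, 131 are higher and 121 lower under MetR. Over all kept cells, 66 of 127 matched higher genes and 81 of 117 matched lower genes had the bulk direction. The share with the bulk direction was 57.3% in progenitor-like and 50.5% in enteroendocrine-like cells. The bulk guts came from flies on other Met concentrations than these libraries. The gene scyl had a bulk log2 fold change of -0.29 in the paper and 0.55 over all kept cells here, and GstE5 -1.04 and -1.53.

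The projection of the Aged-MetR profile on the ageing shift lay between Aged and Young in each class, although with cosines of 0.375, 0.410 and 0.291 in progenitor-like, enterocyte-like and enteroendocrine-like cells most of the shift between the diets points off that line. The tables argue against the make-up of the classes by cluster as the whole source, since with clusters weighted equally the recovered share was 0.162 in progenitor-like and 0.34 in enterocyte-like cells. A difference in depth and mitochondrial share of the cells could not be excluded: in enterocyte-like cells of at most 10% mitochondrial UMIs, thinned to 1000 UMIs, the share was 0.196 (0.132 to 0.237), and 0.5 times the main value, 0.180, lies inside that range. In progenitor-like and enteroendocrine-like cells 10 Aged cells each remained, so no share was computed there. A lasting effect of the diet on the cells may add to the pattern, and with 1 library per condition it cannot be told apart from these differences.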
